# Cytoprotective Nrf2 Pathway Is Induced In Chronically Txnrd 1-Deficient Hepatocytes

**DOI:** 10.1371/journal.pone.0006158

**Published:** 2009-07-07

**Authors:** Elena S. Suvorova, Olivier Lucas, Carla M. Weisend, MaryClare F. Rollins, Gary F. Merrill, Mario R. Capecchi, Edward E. Schmidt

## Abstract

**Background:**

Metabolically active cells require robust mechanisms to combat oxidative stress. The cytoplasmic thioredoxin reductase/thioredoxin (Txnrd1/Txn1) system maintains reduced protein dithiols and provides electrons to some cellular reductases, including peroxiredoxins.

**Principal Findings:**

Here we generated mice in which the *txnrd1* gene, encoding Txnrd1, was specifically disrupted in all parenchymal hepatocytes. Txnrd1-deficient livers exhibited a transcriptome response in which 56 mRNAs were induced and 12 were repressed. Based on the global hybridization profile, this represented only 0.3% of the liver transcriptome. Since most liver mRNAs were unaffected, compensatory responses were evidently effective. Nuclear pre-mRNA levels indicated the response was transcriptional. Twenty-one of the induced genes contained known antioxidant response elements (AREs), which are binding sites for the oxidative and chemical stress-induced transcription factor Nrf2. Txnrd1-deficient livers showed increased accumulation of nuclear Nrf2 protein and chromatin immunoprecipitation on the endogenous *nqo1* and *aox1* promoters in fibroblasts indicated that Txnrd1 ablation triggered *in vivo* assembly of Nrf2 on each.

**Conclusions:**

Chronic deletion of Txnrd1 results in induction of the Nrf2 pathway, which contributes to an effective compensatory response.

## Introduction

Liver metabolic pathways support organismal homeostasis and detoxify xenobiotics [1]. As a result of these metabolic functions, liver encounters both continuous and intermittent oxidative challenges. To counteract endogenous reactive oxygen species (ROS) production, hepatocytes have abundant antioxidant enzymes, including thioredoxin reductases (Txnrd), glutathione reductase (GSR), superoxide dismutase, catalase, peroxiredoxins (Prx), and glutathione peroxidases (Gpx), and they have high levels of electron carriers, such as thioredoxins (Txn), glutaredoxins (Grx), and glutathione (GSH) [2] to transfer reducing potential to other reductases. Thiol-containing molecules are particularly sensitive to oxidation. The Txnrd/Txn system plays a major role in maintaining or restoring thiols [3] and cytoplasmic Txnrd1/Txn1-dependent Prxs actively detoxify hydrogen peroxide [4], [5].

In addition to these constitutive antioxidant systems, hepatocytes have inducible oxidative stress-response pathways [2]. For example, following transient oxidative or chemical challenge, hepatocytes induce the Nrf2 pathway [6], [7]. Nrf2, a bZIP family transcription factor, activates expression of many genes involved in cytoprotective responses [8], [9]. In unstressed cells, Nrf2 interacts with the ubiquitination adapter protein Keap1, which targets Nrf2 for proteosomal degradation [10]. Oxidative challenge induces stabilization of Nrf2 in the nucleus, where it heterodimerizes with the ubiquitous bZIP protein Maf and binds to antioxidant responsive elements (ARE) in regulatory regions of Nrf2-response genes [8], [10]. Genetic disruption of Nrf2 does not cause chronic oxidative stress, but it renders cells more susceptible to oxidative challenge [6], [11], [12]. Hepatocytic disruption of Keap1 activates the Nrf2 pathway and results in increased resistance to oxidative challenges [9]. Thus, the Nrf2 pathway provides a rapid feedback-triggered mechanism of countering transiently severe oxidative challenges.

Txnrds are ubiquitous flavin-containing NADPH-dependent enzymes that restore oxidized Txn to a reduced dithiol state [13]. Mammals have three Txnrd proteins: cytoplasmic Txnrd1, mitochondrial Txnrd2, and the testis-specific Txnrd3 [14]. Disruption of the *txnrd1* gene is lethal in embryogenesis [15] or during fetal organogenesis [16], depending on the design of the mutant allele. Because the Txnrd1/Txn1 pathway participates in constitutive maintenance of the redox state of hepatocytes, one might predict that disruption of this pathway in liver would result in chronic oxidative stress. However, Txnrd1-deficient hepatocytes are long-term viable and do not exhibit hallmark signs of chronic oxidative stress (ESS, GFM, and EES, unpublished data; and see below). In the current study, transcriptome analyses showed activation of cytoprotective mRNAs in Txnrd1-deficient liver. Many of these were encoded by Nrf2-response genes. These results suggest that oxidative/chemical stress response pathways are able to compensate for chronic defects in the constitutive antioxidant pathways.

## Results

### Establishment of Mice Bearing *txnrd1^−/−^* Hepatocytes

We previously reported generation of a mouse line bearing a conditional-null *txnrd1* allele, entitled *txnrd1^cond^*, that converts to a true null (*txnrd1^−^*) upon expression of Cre [15]. To examine a role of Txnrd1 in the liver, we crossed these to mice bearing 1 or 2 copies of the *albCre* transgene (denoted *albCre^1^* or *albCre^2^*, respectively), in which Cre recombinase is expressed exclusively and constitutively by hepatocytes [17]. Further husbandry yielded *txnrd1^cond/−^*;*albCre^1^* and *txnrd1^cond/cond^*;*albCre^1^* mice, in which all hepatocytes should be *txnrd1^−/−^*. Although Txnrd1 is required for embryonic development [15], [16], these mice were fully viable for >1 year. *txnrd1^cond/+^*;*albCre^0^* mice (no *albCre* transgene) served as controls.

The efficiency of allelic conversion and levels of functional Txnrd1 mRNA and protein were measured. Adult liver is comprised of ∼80% hepatocytes [18], which, due to their large size, constitute ∼95% of the mass of the organ [19]. Thus, 100% hepatocytic recombination on whole-liver assays will manifest as 80% allelic conversion or 95% reduction in mRNA or protein levels. Consistent with full conversion, livers from *txnrd1^cond/−^*;*albCre^1^* adults exhibited 80% allelic conversion (Fig. 1A) and a 20-fold reduction in levels of functional hepatic Txnrd1 mRNA and Txnrd1 protein (Figs. 1B, C).

**Figure 1:**
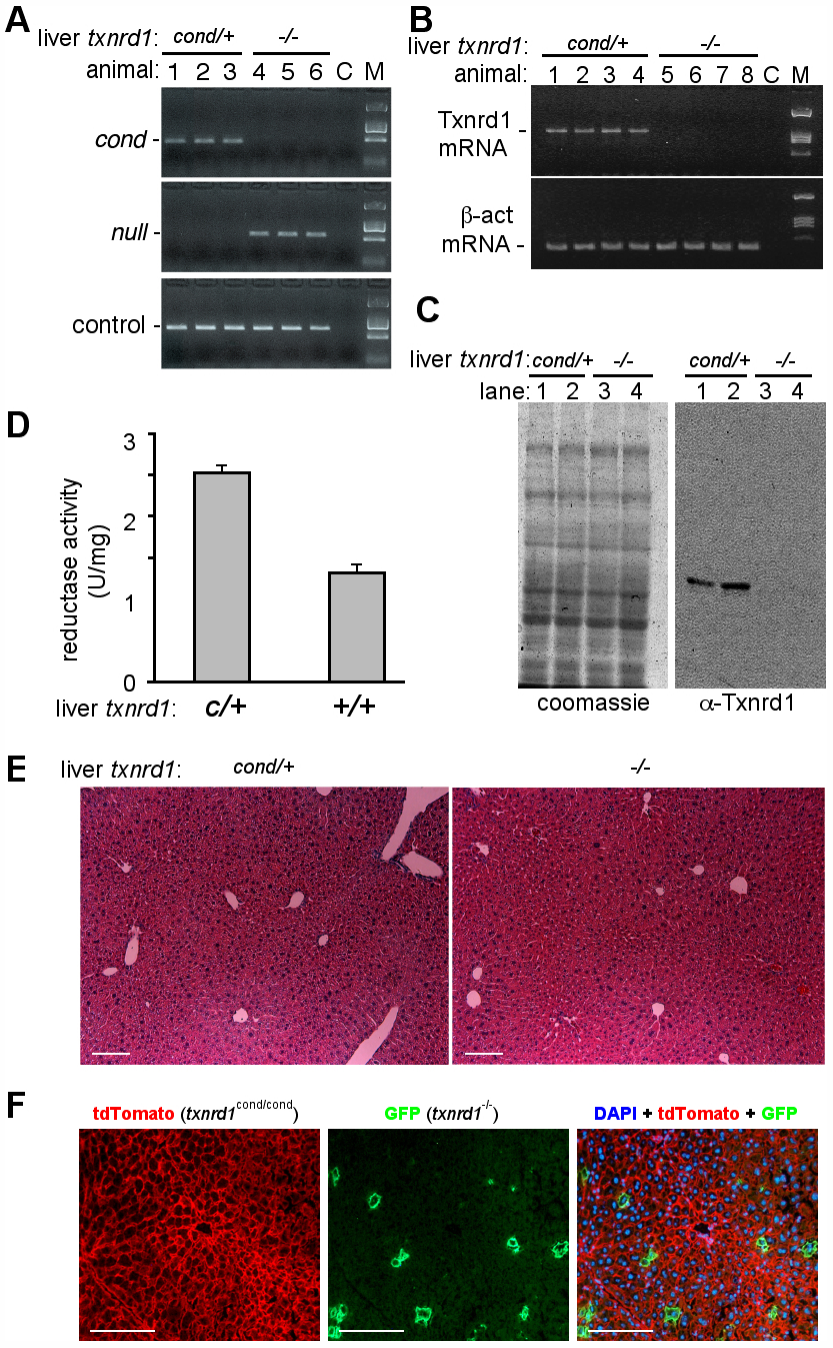
Allelic conversion, Txnrd1 mRNA expression, and histology of livers from *txnrd1^cond/cond^*;*albCre^1^* and *txnrd1^cond/−^*;*albCre^1^* mice. (A) Allelic conversion. Shown are PCR reactions on genomic DNA from livers of three control mice, genotype *txnrd1^cond/+^*;*albCre^0^* (animals 1–3; liver *txnrd1^cond/+^*), and three experimental mice, genotype *txnrd1^cond/−^*;*albCre^1^* (animals 4–6; liver *txnrd1^−/−^*). PCR reactions for the *txnrd1^cond^* allele (top panel), *txnrd1^−^* allele (middle panel), and a control genomic DNA sequence (*aox1* promoter; lower panel) are shown. C, no template control. M, molecular size markers. (B) Txnrd1 mRNA expression. RT-PCR reactions used oligo(dT)-primed cDNA of total RNA harvested from four *txnrd1^cond/+^*;*albCre^0^* adults (lanes 1–4; liver *txnrd1^cond/+^*) and four *txnrd1^cond/−^*;*albCre^1^* adults (lanes 5–8; liver *txnrd1^−/−^*). Abbreviations as in (A). (C) Txnrd1 protein expression. Shown is a coomassie-stained gel and western blot of total liver lysates from two *txnrd1^cond/+^*;*albCre^0^* adults (lanes 1, 2; hepatocytes *txnrd1^cond/+^*) and two *txnrd1^cond/−^*;*albCre^1^* adults (lanes 3, 4; hepatocytes *txnrd1^−/−^*) using affinity purified rabbit-anti-Txnrd1 antibody. M, molecular weight markers. (D) Combined reductase activity. Reduction of 5,5′-dithiobis(2-nitrobenzoic acid) by liver cytoplasmic extracts from *txnrd1^cond/+^*;*albCre^0^* (*cond/+*) or *txnrd1^cond/−^*;*albCre^1^* (*−/−*) adults. Depicted are averages and S.E.M. from four animals of each genotype. (E) Histology of young adult liver from *txnrd1^cond/+^*;*albCre^0^* (cond/+) and *txnrd1^cond/-^*;*albCre^1^* (−/−) mice. Mice were sacrificed at four months of age and livers were prepared for paraffin embedding. Sections were stained with H&E. Scale bars 100 nm. (F) Long-term survival of *txnrd1^−/−^* hepatocytes in mosaic livers. *txnrd1^cond/cond^*;*ROSA^mT-mG/+^* mice received ∼10^7^ PFU of AdCre I.V. at 2 months of age and livers were harvested six weeks later. Shown are fluorescence micrographs of DAPI-stained cryosections photographed under the red channel, green channel, or merged red + green + blue; red membranes are from cells in which *ROSA^mT-mG^* has not converted and green membranes are from cells in which *ROSA^mT-mG^* has been converted by Cre. Scale bars 100 nm.

Txnrd1-deficient livers exhibited diminished Txnrd enzyme activity (ESS, GFM, and EES, unpublished data). An enzymatic assay that measured the combined activities of all Txnrd and GSR enzymes showed a two-fold lower signal in *txnrd1^−/−^* as compared to control liver lysates (Fig. 1D), which was consistent with ablation of a major cellular reductase. However, mutant livers were histologically similar to control livers at four months of age (Fig. 1E).

To determine whether sustained normal histology resulted from persistence of mutant hepatocytes or from rapid turn-over of Txnrd1-deficient cells and replacement from a *txnrd1^cond/−^* progenitor/stem cell population, we generated mice with mosaic livers in which a subset of hepatocytes were converted to *txnrd1^−/−^* by a single intravenous inoculation with replication-defective adenovirus expressing Cre (AdCre) [20]. Because AdCre cannot replicate in mice and rapidly clears the system, allelic conversion only occurred during a short window of time following inoculation. To identify converted cells, we used the *ROSA^mT-mG^* indicator allele, which drives ubiquitous red fluorescence in all cells not exposed to Cre and green fluorescence in cells that have been exposed to Cre [21]. Control experiments showed tight correlation between the indicator allele and *txnrd1* allelic conversion (Fig. S1). Six weeks after AdCre administration, *txnrd1^−/−^* (green) hepatocytes persisted, indicating that they were not a rapidly turned-over population (Fig. 1F). Similar results were obtained using a Tamoxifen-inducible Cre expression system (Fig. S2 and not shown).

### Transcriptome Response to Txnrd1 Disruption

The Txnrd1/Txn1 cycle provides electrons to many cellular redox pathways [22]. Nevertheless, Txnrd1-deficient livers did not accumulate oxidized thioredoxin, oxidized glutathione, carbonylated proteins, or peroxidated lipids (ESS, GFM, and EES, unpublished; Fig. S3), suggesting that the hepatocytes were not oxidatively stressed under standard care conditions. Also, survival and histology suggested Txnrd1-deficient hepatocytes were not severely compromised (Fig. 1). Two general survival/response strategies might be envisaged to account for this: a general “Dauer-like strategy”, where metabolic pathways and their associated oxidative stress are repressed to a minimal state; or a focused “compensatory strategy”, where alternative systems are activated to remunerate deficiencies stemming from Txnrd1 ablation. 

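Txnrd1, which encodes the thioredoxin reductase of the cytosol and nucleus, was read by 3 probe sets, and they did not move together between the genotypes. The probe set that rose stood at a ratio of 0.670 ± 0.201 (SD, n = 4) in txnrd1cond/+ livers and 1.43 ± 0.405 (SD, n = 4) in txnrd1-/- livers. Another ran the other way, at 1.21 ± 0.238 and 0.748 ± 0.174 (SD, n = 4 each), as did the third, at 1.18 ± 0.125 and 0.891 ± 0.0965 (SD, n = 4 each). None of the 3 passed the adjusted threshold in limma, and where each lies relative to the deleted part of the gene is not given in the sources used here, so these probe sets do not check the genotype labels. Liver RNA of 8 young male mice, 4 txnrd1cond/+;albCre0 (animals 70, 71, 80 and 82) and 4 txnrd1cond/-;albCre1 (animals 69, 72, 73 and 81), was hybridized to 1 Affymetrix mouse expression array per animal. In the second group the albumin promoter drives Cre recombinase in hepatocytes, which deletes the conditional allele and leaves hepatocytes that are txnrd1-/-. The mice had been singly housed for 10 days and were harvested within a narrow window in the afternoon. The deposited values are linear ratios: the authors scaled each array to a median close to 1 and divided each probe set by about its median over the 8 arrays. Signal levels are therefore not kept, so the study's minimum signal could not be applied and the levels of different mRNAs could not be compared. Of 45101 probe sets, 64 array controls were left out and 45037 were tested; 34945 carried 1 gene symbol, 932 several and 9160 none. Ratios were put on the log2 scale and compared between the genotypes with limma, for probe sets and for 18193 genes, each gene being the mean of its probe sets with 1 symbol. The number of arrays limits the precision: in data simulated on these arrays, limma called 31 of 50 probe sets changed 2-fold (62%) and 48 of 50 changed 4-fold (96%).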

To distinguish these possibilities, we compared the transcriptomes of *txnrd1^−/−^* and *txnrd1^cond/+^* livers (Fig. 2A). The general response to the mutation was globally subtle. 

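Of 18193 genes on the array, 18000 (98.9%) differed by less than 1.5-fold between the genotypes and 56 by 2-fold or more. With no signal filter these include genes that liver does not express, so this is not a share of liver mRNAs. The largest rises were those of Cbr3, a carbonyl reductase, and of the glutathione S-transferase Gsta2, which conjugates glutathione to electrophiles. The study's thresholds are a 1.5-fold difference and a p of at most 0.05, for which it names neither the test nor an adjustment. With that p taken as unadjusted, limma called 253 of 45037 probe sets (0.562%). After Benjamini-Hochberg adjustment, 12 probe sets were higher in txnrd1-/- livers and 0 were lower. These 12 read Cbr3, Gsta2, Nqo1, Gstm3 (2 probe sets), Abcc3, Abcc4, Amn, Mgst3 and Tafa2, with 2 more whose annotation gives several genes: the one that Table S1 lists as Cyp2a4 and the one it lists for Gsta1 and Gsta2 together. Tests that take each probe set alone, without the variance that limma shares between probe sets, called 163 probe sets at the study's thresholds on log2 ratios with unequal variances and 0 after adjustment. The count at the study's thresholds was 402 without txnrd1cond/+ animal 70 and 479 without txnrd1-/- animal 72, and the adjusted count was 7, 5, 4, 5, 3, 4 and 3 without animals 70, 71, 80, 82, 69, 73 and 81.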

Of 2.6×10^4^ probe sets that hybridized to liver RNAs, signals for only 0.3% (84 probe sets representing 68 different mRNAs) reliably differed by 1.5-fold or more (Fig. 2A; Table S1). Thus, global hepatic activities were generally unaffected by the mutation. Moreover this limited transcriptome response was largely (82%) inductive (Fig. 2A, Table S1). This strongly suggested the response to hepatocytic Txnrd1 deficiency was focused, compensatory, and physiologically effective.

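Several lists of genes for liver functions, fixed before the data were examined, did not pass the test. The median log2 fold change was -0.01 over 8 genes of gluconeogenesis, -0.04 over 12 genes of bile acid synthesis, -0.00 over 21 genes of fatty acid oxidation and PPARα response, and 0.00 over 28 cell cycle genes (adjusted p = 0.98, 0.22, 0.98 and 0.85 from camera in limma). The lists of fatty acid synthesis and desaturation and of cholesterol synthesis did pass, as lower. Their median log2 fold changes were -0.31 and -0.20 (adjusted p = 1.6e-14 and 9.8e-04 from camera, and adjusted p = 0.039 and 0.52 with an estimated correlation). Across 41 lists of pathways, 20 were higher as a whole, 3 were lower and 18 did not pass; with an estimated correlation 13 were higher and 1 lower, and fry in limma called 11. Several of the 20 hold genes that the study picked as induced on these samples. The list of π-class glutathione S-transferases, also among the 20, holds 1 measured gene and is no group. Of 9 lists of cell type markers, 0 were higher and 3 were lower, those of neutrophils, endothelial cells and stellate cells, with median log2 fold changes of -0.18, -0.12 and -0.13. Camera gave these 3 adjusted p = 0.0035, 0.0045 and 0.023, and the calls are lost with an estimated correlation (adjusted p = 0.30, 0.46 and 0.50), and for neutrophils also without Prtn3, which the study picked on these samples (adjusted p = 0.071). They are also lost without animals 70, 80 and 81 for neutrophils, 70, 80 and 72 for endothelial cells, and 70, 71, 80, 72 and 81 for stellate cells (adjusted p up to 0.15, 0.32 and 0.33). Without 1 animal the cell cycle list passed in 3 of 8 fits, as higher without animal 80 or 72 (adjusted p = 0.028 and 0.0022) and as lower without 82 (adjusted p = 2.1e-04), and the bile acid list without animal 82 (adjusted p = 0.033). The 9 hepatocyte markers measured had a median log2 fold change of -0.07 (adjusted p = 0.057 from camera) and passed as lower without animal 72 (adjusted p = 0.022) and in tests of each gene alone, without limma's shared variance, down to adjusted p = 0.0026.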

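Rises outnumbered falls at either threshold. Of the 253 probe sets at the study's thresholds, 218 (86.2%) were higher in txnrd1-/- livers and 35 were lower. Chance cannot be excluded for the count of 253, which 21 of all 35 splits of the animals into 4 and 4 reached. An unadjusted p of at most 0.05 in limma was held by 1.82% of probe sets, against 5% expected by chance. The share that was higher was not compared between splits. Of 15 genes that passed adjustment in limma, 14 were higher and 1 was lower. These calls rest on limma's shared variance: tests of each gene alone, without it, called 0 genes after adjustment with unequal variances, 1 with equal variance and 0 on linear ratios. Cbr3 rose 51.7-fold, a lower bound if its nearly constant control ratio (0.0609 ± 0.00150, SD, n = 4) is a floor of the values, which ratios do not show. Table S1 gives Cbr3 an average signal of 3012 in txnrd1-/- livers. At this fold its control signal lay close to the study's minimum, and whether it is a floor was not tested. Gsta2 rose 14.3-fold, the multidrug exporter Abcc4 13.2-fold and the quinone reductase Nqo1 5.97-fold. Among smaller rises, Tafa2, a secreted chemokine-like protein, rose 3.26-fold. Tafa2 is absent from Table S1 as held here, so its signal is unknown. Whether it passed the study's minimum signal could not be tested from ratios. Amn, a partner of the intestinal vitamin B12 receptor, rose 2.74-fold. Table S1 gives Amn an average signal of 105 in txnrd1-/- livers. Pir, an iron-binding nuclear protein, rose 2.24-fold. The 1 gene that fell was Scd1, the desaturase that makes monounsaturated fatty acids, at 2.42-fold lower (log2 fold change -1.27, standard error 0.17, adjusted p = 0.041 from limma). The numbers of probe sets by direction at the study's thresholds depended on single animals: without animal 82 there were 230 higher and 113 lower (67.1% higher), without 71 there were 237 and 67, without 70 there were 369 and 33, and without 72 there were 449 and 30. Adjusted over genes, Cbr3, Gsta2, Nqo1 and Tafa2 passed in each of 8 fits that left out 1 animal; adjusted over probe sets, Nqo1 passed in 5 and Tafa2 in 2. Over genes, Amn passed in 2, with an adjusted p of up to 0.097, Scd1 in 1, with one of up to 0.22, and Pir in 1, with one of up to 0.15. Without animals 70, 71, 69, 72, 73 and 81 the number of genes called was 8, 8, 7, 9, 4 and 7, and with the range of the animal number as a covariate it was 8.

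**Figure D1:**
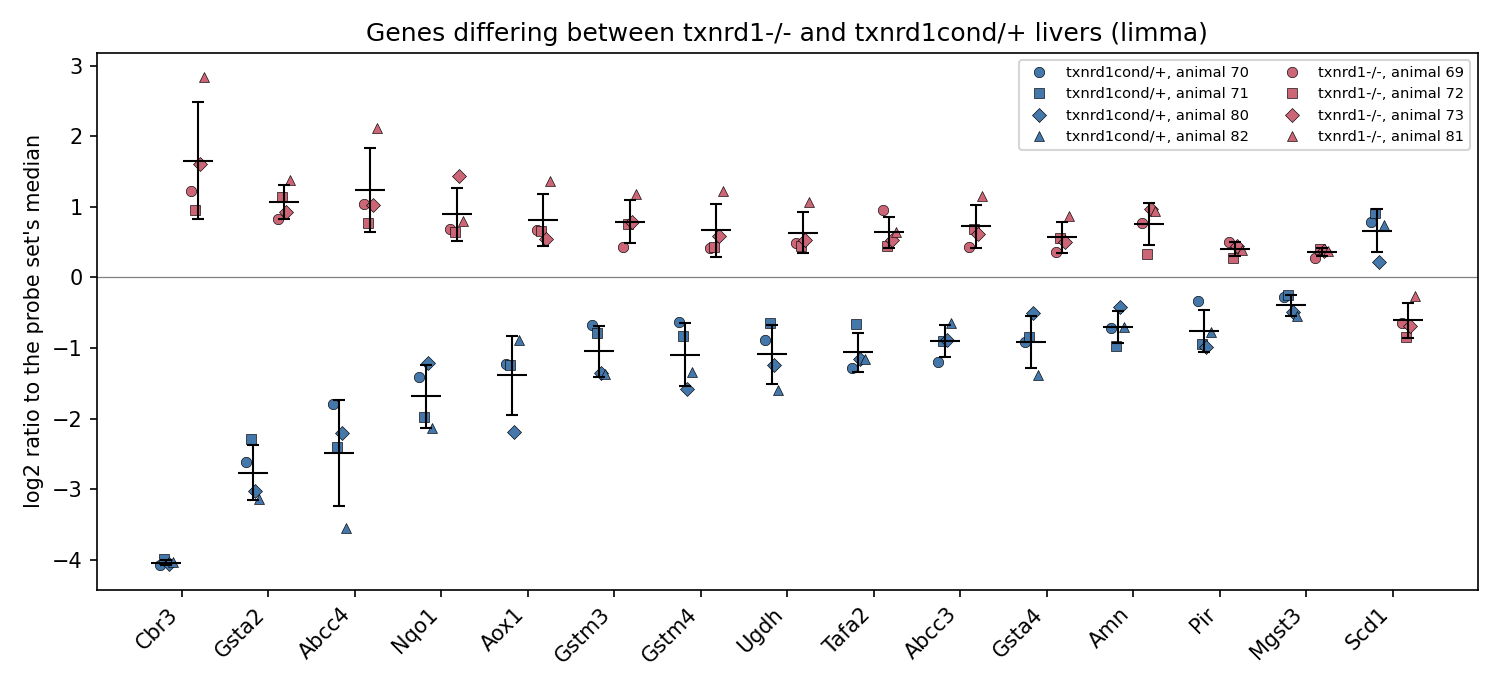
Log2 ratio of the 15 genes called by limma in each of 8 livers, 4 txnrd1cond/+ and 4 txnrd1-/-; a gene's probe sets are averaged, each point is an animal, and the dash and bars give the mean and SD of the 4 animals. The 14 genes at the left lie higher in every txnrd1-/- animal and Scd1 lies lower.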

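Genes of detoxification made up 11 of the 15 genes past adjustment in limma. Over 12 lists of conjugating, reducing, oxidizing and exporting proteins with 83 measured members, 11 genes were higher in limma and 0 were lower; the 4 called genes outside them were Amn, Pir, Tafa2 and Scd1. Part of these lists takes its members from the paper, which chose them on these samples, so the count is not independent evidence of direction. The paper weighs a general strategy that represses metabolism against a focused one that activates alternative systems. From the small share of probe sets that differ and the predominance of rises among them, it proposes that the response of Txnrd1-deficient hepatocytes is of the focused, compensatory kind.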

**Figure 2:**
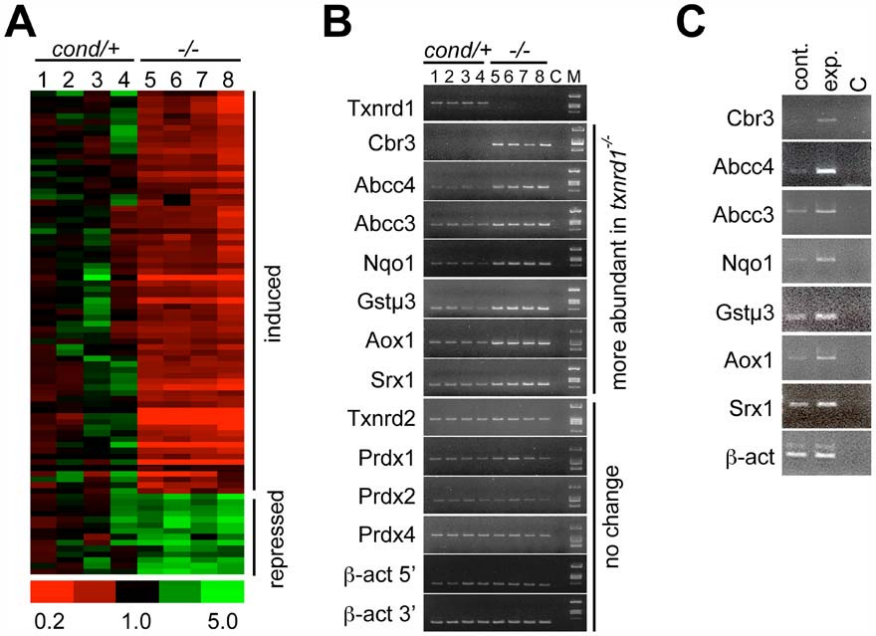
Transcriptome response to hepatocytic deletion of *txnrd1.* (A) Hierarchical clustering of mRNAs whose abundance differs between *txnrd1^cond/+^* and *txnrd1^−/−^* livers. Total RNA of livers harvested from four *txnrd1^cond/+^*;*albCre^0^* (*c/+*) and four *txnrd1^cond/−^*;*albCre^1^* (*−/−*) mice were analyzed on microarrays. Signal profiles revealed that 25,565 probe-sets (56.7% of total on array) gave a measurable average raw signal (≥50 units). Data were analyzed by GeneSpring; threshold values for differential mRNA abundance were established as ≥1.5-fold difference between average values, *p*≤0.05, and average raw signal strength ≥50 units. By these criteria, 84 probe-sets representing 68 different mRNAs were differentially abundant between *c/+* and −/− livers. A clustered heat diagram for these 84 probe-sets is depicted, with the scale at bottom. mRNA-specific data are listed in Table S1. (B) RT-PCR verification of sentinel mRNA levels. RT-PCR reactions were performed for the indicated mRNAs using primer sets listed in Table S2. mRNA abbreviations as in text; C, no template control; M, molecular size markers. (C) Nuclear pre-mRNA levels. Liver nuclei from control *txnrd1^cond/+^*;*albCre^0^* (cont.) and experimental *txnrd1^cond/−^*;*albCre^1^* (exp.) mice were purified by sedimentation through sucrose cushions and DNA-free RNA was prepared by sedimentation through CsCl cushions. Random-primed cDNA was prepared and RT-PCR analyses were performed using primer sets listed in Table S2. C, no template control.

Few differentially abundant mRNAs encoded proteins with activities akin to those of Txnrd1. Thus, mRNAs for Txnrd2 (Fig. 2B), Txnrd3, Txn1, Txn2, GSR, or Grxs were not induced (Table S1 and not shown). 

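Of the reductases and carriers that act beside Txnrd1, 8 differed by less than 1.5-fold; Gsr, the glutathione reductase, met the study's thresholds as higher and did not pass adjustment. Txnrd2, the mitochondrial thioredoxin reductase, had a log2 fold change of 0.02 (standard error 0.12), and Txnrd3, the testis-enriched thioredoxin-glutathione reductase, one of -0.03 (standard error 0.12). Their substrates Txn1 and Txn2, the cytosolic and mitochondrial thioredoxins, had log2 fold changes of 0.25 and 0.00. Among the glutaredoxins, which reduce disulfides with glutathione, Glrx had a log2 fold change of 0.41 and Glrx2, Glrx3 and Glrx5 had 0.09, 0.11 and 0.26. Of these 9 genes with Gsr, 0 were higher or lower in limma, adjusted over all genes or adjusted over the list alone, and 2, Gsr and Glrx, were higher at an unadjusted p of at most 0.05. As a whole the list shifted upward relative to other genes by a median log2 fold change of 0.11. Camera gave it adjusted p = 0.0015, and adjusted p = 0.039 with an estimated correlation, and it passed in each of 8 fits without 1 animal. The call with an estimated correlation is lost (adjusted p = 0.15) when Table S1 genes are left out of every list, which leaves these 9 genes the same.

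**Figure D2:**
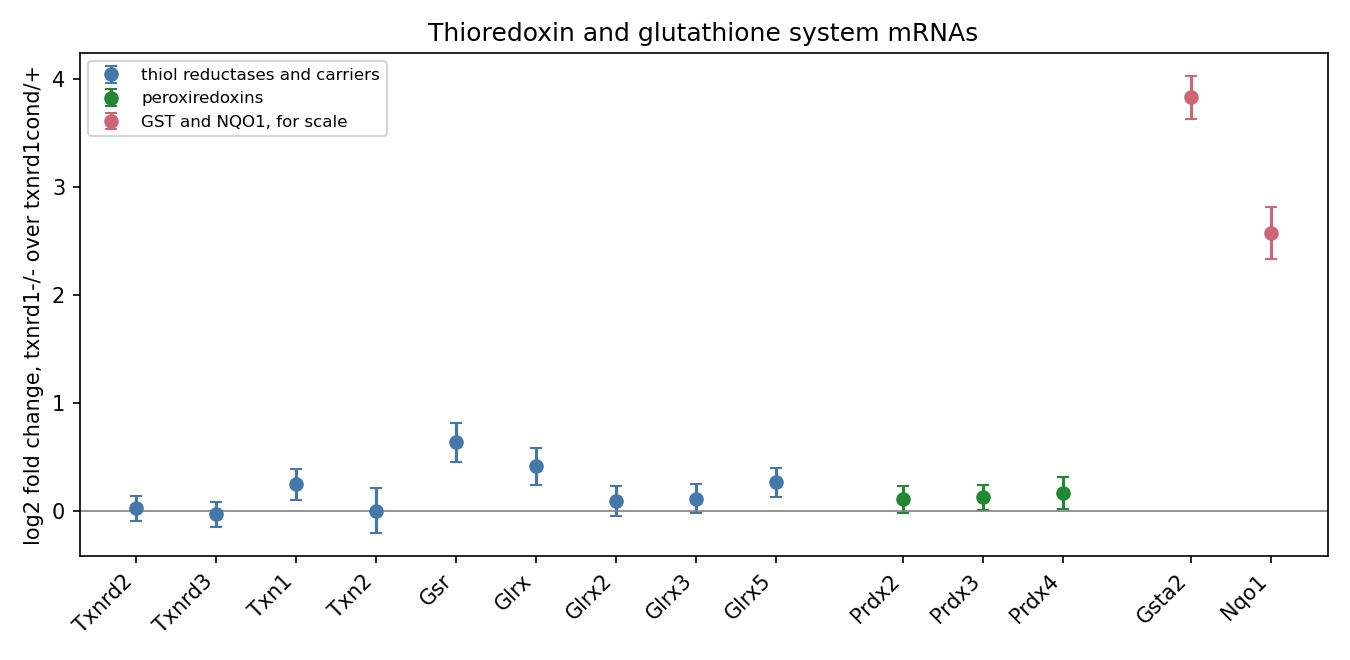
Log2 fold change of thioredoxin and glutathione system genes, txnrd1-/- over txnrd1cond/+ (n = 4 livers each); points are limma estimates and bars their standard errors. The 9 reductases and carriers and 3 peroxiredoxins lie between -0.03 and 0.63, below Gsta2 at 3.83 and Nqo1 at 2.58.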

Rather, most induced mRNAs encoded xenobiotic/drug metabolism phase I, II, and III enzymes [23], [24]. 

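Lists of detoxifying enzymes fixed before the data were examined rose as groups in txnrd1-/- livers. Counts adjusted over a list alone need no 1.5-fold difference. Of 16 measured genes of carbonyl and quinone reduction, 2 were higher (7 adjusted over the list alone) and 0 were lower in limma, with Cbr1, a second carbonyl reductase, at 2.24-fold and the aldo-keto reductase Akr1c19 at 2.52-fold, neither past adjustment over all genes. Of 12 genes of UDP-glucuronosylation, 1 was higher (4 adjusted over the list alone): Ugdh, which makes UDP-glucuronic acid, at 3.30-fold. Of 20 export and uptake transporters, 2 were higher (4 adjusted over the list alone). Camera gave these 3 lists adjusted p = 2.3e-18, 8.2e-14 and 3.9e-07. With an estimated correlation it gave adjusted p = 0.014, 0.075 and 0.023, so the call of UDP-glucuronosylation is lost with it. Without animal 80 the mean log2 difference of UDP-glucuronosylation fell from 0.66 to 0.39. All 3 lists hold genes of Table S1, picked on these samples. With those left out, the 3 lists still passed camera (adjusted p = 0.0015, 1.4e-07 and 0.0045). They did not pass with an estimated correlation (adjusted p = 0.39, 0.34 and 0.31). The 11 measured sulfotransferase genes, another branch of conjugation, did not pass (adjusted p = 0.54). Ugdh passed in 2 of 8 fits without 1 animal, with an adjusted p of up to 0.13.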

Hepatic xenobiotic/drug metabolism enzymes constitute a system that is induced in response to exogenous challenges. Phase I enzymes are typically oxidases, phase II enzymes are transferases or other modifying enzymes, and phase III enzymes are exporters [23]–[25]. In Txnrd1-deficient livers, mRNAs encoding the phase I enzymes cytochrome P450 oxidase 2a4 (Cyp2a4), Cyp2b10, Cyp2b13, Cyp8b1, aldehyde oxidase-1 (Aox1), and NADPH-quinine oxidase-1 (Nqo1) were induced (Figs. 2A, B; Table S1). 

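Nqo1, which reduces quinones without releasing semiquinones, stood at a ratio of 0.322 ± 0.0973 (SD, n = 4) in txnrd1cond/+ livers and 1.91 ± 0.546 (SD, n = 4) in txnrd1-/- livers (log2 fold change 2.58, standard error 0.24, adjusted p = 0.0058 from limma). Aox1, an aldehyde oxidase, stood at 0.403 ± 0.134 and 1.81 ± 0.520 (SD, n = 4 each; log2 fold change 2.20, standard error 0.28, adjusted p = 0.025 from limma). The probe set that Table S1 lists as Cyp2a4, which the annotation gives to both Cyp2a4 and Cyp2a5, was 2.74-fold higher (adjusted p = 0.032 from limma over probe sets). Cyp2b13, Cyp8b1 (the sterol 12α-hydroxylase of bile acid synthesis) and Cyp2b10 were 3.64-, 2.42- and 1.63-fold higher without passing adjustment over all genes. Thus 2 of 5 measured members were higher and 0 were lower; 5 were higher when adjusted over the list alone, a list that the study chose on these samples and that is no independent evidence. Groups overlapped for Cyp2b13 and Cyp2b10. Aox1 passed in 2 of 8 fits without 1 animal, with an adjusted p of up to 0.11, and the Cyp2a4 probe set passed in 1.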

Induced mRNAs for phase II enzymes included those encoding glutathione-S-transferase α1 (GSTα1), GSTα2, GSTα4, GSTμ1, GSTμ3, GSTμ4, microsomal GST3 (MGST3), and UDP glucoronosyltransferase family 2B35 (Ugt2b35). 

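Among conjugating enzymes, Gsta2 stood at a ratio of 0.151 ± 0.0417 (SD, n = 4) in txnrd1cond/+ livers and 2.12 ± 0.369 (SD, n = 4) in txnrd1-/- livers (log2 fold change 3.83, standard error 0.20, adjusted p = 8.3e-05 from limma). Gstm3 and Gstm4, of the μ class, rose 3.56- and 3.39-fold, and Gsta4, which acts on lipid peroxidation products such as 4-hydroxynonenal, rose 2.79-fold. The microsomal enzyme Mgst3 rose 1.68-fold as the mean of 2 probe sets that disagree, 1 of which was 2.52-fold and the other 1.12-fold higher. Gstm1 and the glucuronosyltransferase Ugt2b35 were 1.74- and 2.16-fold higher without passing adjustment over all genes. The probe set shared by Gsta1 and Gsta2 was 29.1-fold higher (log2 fold change 4.86, adjusted p = 2.6e-04 from limma). Its fold was 17.9 under repeated quantile normalization, and 25.8 to 35.3 in fits without 1 animal. Of 7 measured members, 5 were higher and 0 were lower (7 higher when adjusted over the list alone); the study chose this list on these samples, so its direction is not independent evidence. The calls of Gstm4 and Mgst3 were lost in each fit without 1 animal, with adjusted p of up to 0.21 and 0.23, that of Gsta4 in 6 of 8, with one of up to 0.13, and that of Gstm3 without animal 73 (adjusted p = 0.092).

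**Figure D3:**
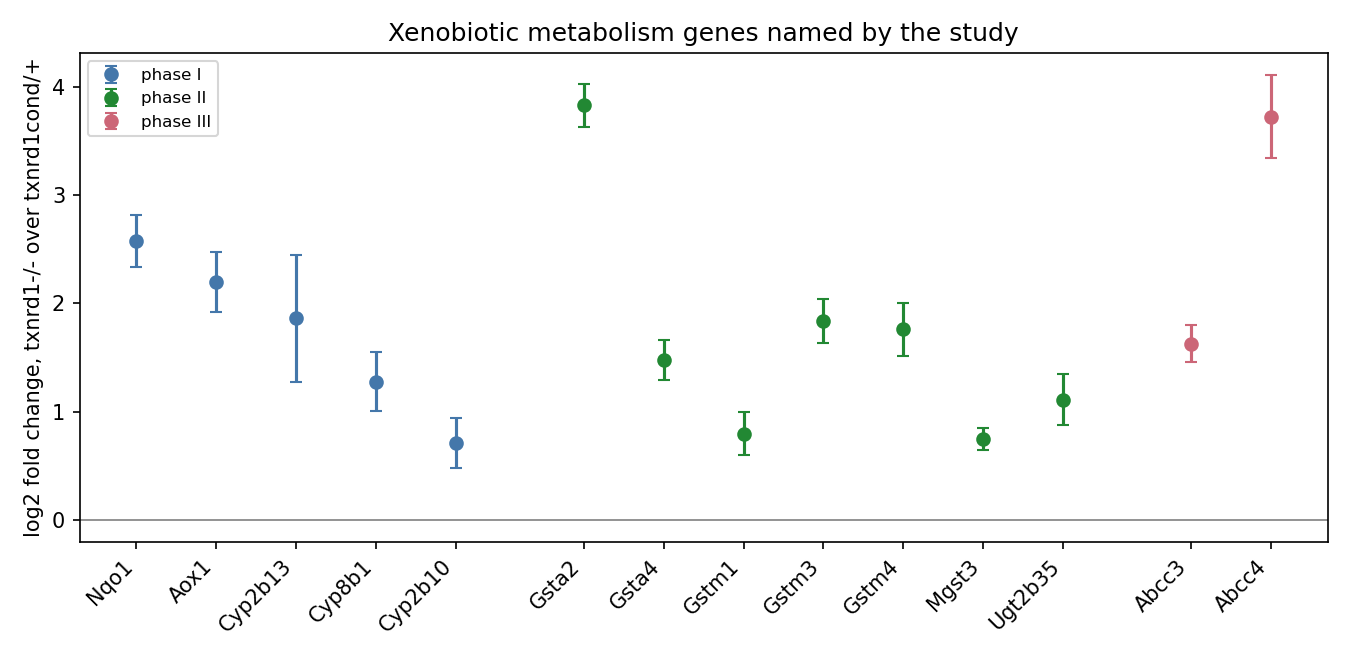
Log2 fold change of phase I, II and III genes named by the study, txnrd1-/- over txnrd1cond/+ (n = 4 livers each); points are limma estimates and bars their standard errors. All lie above 0, from 0.71 for Cyp2b10 to 3.83 for Gsta2.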

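Abcc3 and Abcc4, ATP-driven pumps that carry conjugates out of hepatocytes toward the blood, both rose in txnrd1-/- livers. Abcc4 stood at a ratio of 0.195 ± 0.0839 (SD, n = 4) in txnrd1cond/+ and 2.53 ± 1.21 (SD, n = 4) in txnrd1-/- livers, and Abcc3 at 0.539 ± 0.0841 and 1.68 ± 0.377 (SD, n = 4 each). The log2 fold changes were 3.73 (standard error 0.39) and 1.63 (standard error 0.17), each with an adjusted p = 0.0095 from limma. Abcc2, the pump of the bile canaliculus, was 1.60-fold higher without passing adjustment over all genes. Adjusted over genes, both calls were lost without txnrd1-/- animal 73 (adjusted p = 0.054 for both), and in tests of each gene alone, without limma's shared variance. Adjusted over probe sets, Abcc3 passed in 0 of 8 fits without 1 animal and Abcc4 in 3. Without animal 73 the log2 fold changes were 1.66 and 3.80. Animal 81 had the highest mean of the pair, 1.63, against 0.73 to 0.82 in the other 3 txnrd1-/- animals.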

Induced mRNAs for phase III exporters included those encoding the multi-drug resistance-associated ATP-binding cassette sub-family C members 3 and 4 (Abcc3 and Abcc4) (Figs 2A, 2B; Table S1).

For selected mRNAs whose levels were increased in the Txnrd1-deficient livers, we investigated whether this response was transcriptional or post-transcriptional. Previous studies established a correlation between changes in levels of nuclear pre-mRNAs and changes in transcription rates [19], [26]. Nuclei were isolated from *txnrd1^−/−^* and *txnrd1^cond/+^* livers. RT-PCR analyses for representative mRNAs from the array, including those encoding Cbr3, Nqo1, Abcc3, Abcc4, Aox1, GSTμ3, and sulfiredoxin-1 (Srx1), showed higher levels in the *txnrd1^−/−^* nuclei (Fig. 2C). This suggested the transcriptome response was transcriptionally regulated.

Based on the raw hybridization signals on the arrays, the most highly abundant group of mRNAs in the *txnrd1^−/−^* response were those encoding GSTs (Table S1). 

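Glutathione S-transferases of the α and μ classes rose in txnrd1-/- livers, while members within each class differed. Of 3 measured α-class genes, Gsta2 and Gsta4 rose and Gsta3 had a log2 fold change of 0.18 (standard error 0.10). Of 7 μ-class genes, 2 were higher (4 adjusted over the list alone): Gstm3 and Gstm4 passed over all genes, Gstm1 and Gstm2 had log2 fold changes of 0.80 and 1.07, and Gstm5, Gstm6 and Gstm7 had 0.13, 0.40 and -0.15. Camera in limma gave the classes adjusted p = 9.8e-15 and 1.8e-12, and adjusted p = 0.0082 for both with an estimated correlation. With the genes of Table S1, picked on these samples, left out, 1 α-class and 3 μ-class genes remained and neither class passed (adjusted p = 0.11 and 0.52). The 3 microsomal enzymes rose as a group (adjusted p = 4.8e-06, and adjusted p = 0.032 with an estimated correlation). They rose most of all in animal 81, at a mean log2 ratio of 0.45 against 0.12 to 0.15 in the other 3 txnrd1-/- livers. Among these enzymes only Mgst3 passed over all genes, and only 1 of its 2 probe sets did. Without Mgst3, which is in Table S1, the other 2 passed camera (adjusted p = 0.033) and not with an estimated correlation (adjusted p = 0.41). The 6 genes of the θ, ζ, ω and κ classes did not pass (adjusted p = 0.091) except without animal 70 or 81, with an adjusted p down to 0.0088. Ratios do not keep hybridization signals, so abundance was not compared between mRNAs.

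**Figure D4:**
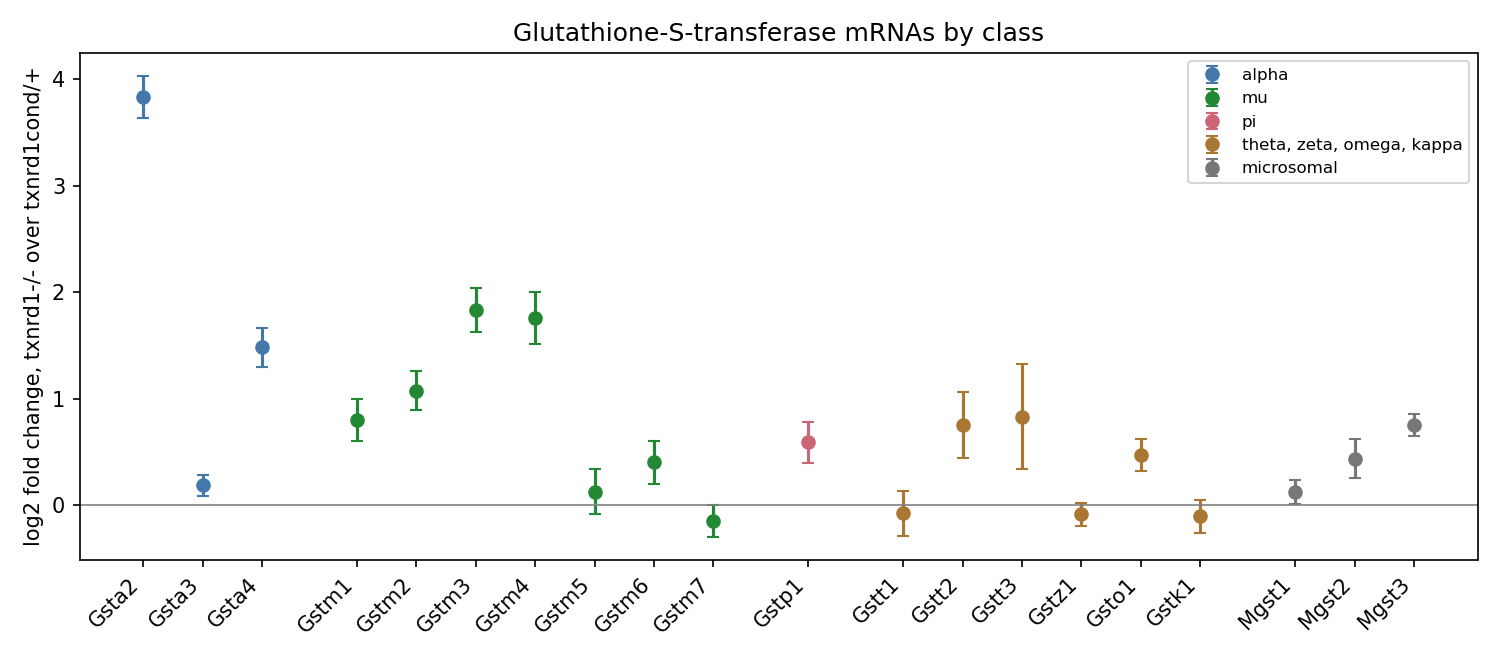
Log2 fold change of glutathione S-transferase genes by class, txnrd1-/- over txnrd1cond/+ (n = 4 livers each); points are limma estimates and bars their standard errors. Gsta2 lies highest at 3.83 and Gstm7 lowest at -0.15.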

GSTs are phase II enzymes that conjugate GSH to electrophilic compounds, thus reducing cellular toxicity. The GST gene super-family contains five families, of which α, μ, and π are most abundant in mammalian cells, and some single-gene members, including MGST3 [27]. Gels of total proteins from control and Txnrd1-null livers showed strong enrichment of a band near 26 kD (Fig. 3A). 

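Gstp1, the π-class transferase of the liver, was measured by 1 probe set and stood at a ratio of 0.735 ± 0.225 (SD, n = 4) in txnrd1cond/+ livers and 1.07 ± 0.129 (SD, n = 4) in txnrd1-/- livers. Its log2 fold change was 0.59 (standard error 0.20, adjusted p = 1.00 from limma), and the 2 groups overlapped. Adjusted over the list alone, which holds this 1 gene, it was higher. Camera gave this list adjusted p = 0.0088, and it passed in each of 8 fits without 1 animal. With 1 gene this is no test of a group, and an estimated correlation could not be computed. The list did not pass fry (adjusted p = 0.13). Gstp1 is more abundant in male than in female mouse liver. The 19 measured male-predominant genes had a mean log2 ratio of -1.42 in txnrd1cond/+ animal 80 and 1.24 in txnrd1cond/+ animal 82.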

GSH pull-down analyses confirmed that the enriched band contained GSTs of the size of α- and μ-class, whereas the slightly smaller π-class GST proteins were not enriched in mutants (Fig. 3A) and their cognate mRNAs were not more abundant in the transcriptome data (Table S1). Western blots further verified enrichment of GSTα- or μ-class proteins in *txnrd1^−/−^* liver (Fig. 3B). As compared to control livers, overall GST-transferase activity was 5-fold increased (Fig. 3C); GSTμ-class transferase activity was 100-fold increased (Fig. 3D); and GSTα-class organic peroxidase activity was 2.8-fold increased in *txnrd1^−/−^* livers (Fig. 3E). These results strongly suggested that, although the mice were not challenged by exogenous toxins, the *txnrd1* deficient livers had activated their xenobiotic defense systems.

**Figure 3:**
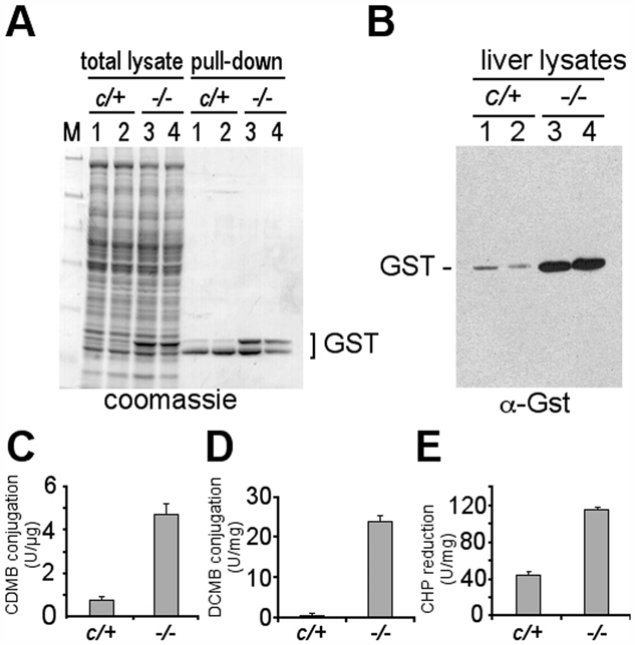
Disruption of hepatocytic Txnrd1 induces α- and μ-class GSTs. (A) Accumulation of GST proteins. Left four lanes, a fraction of total lysates from livers of the indicated genotypes. Right, native GST proteins were pulled-down from the same lysates with glutathione beads. Samples were separated by SDS-polyacrylamide (10%) gel electrophoresis and were stained with coomassie. M, molecular size markers. (B) Anti-GST western blot of proteins separated on SDS-polyacrylamide (15%) gel. (C–E) GST-activity assays using as substrates: (C) 1-chloro-2,4-dinitrobenzene (CDNB) to measure total glutathione-transferase activity; (D) 3,4-dichloronitrobenzene (DCNB) to preferentially measure μ-class GST glutathione transferase activity; and (E) cumene hydroperoxide (CHP) to preferentially measure α-class GST hydroperoxidase activity. Duplicate analyses were performed on two animals of each genotype; graphs show average and S.E.M.

### Participation of Nrf2 In Response to Txnrd1 Deficiency

To investigate mechanisms underlying the transcriptome response, a Txnrd1-deficient cell culture system was developed (Figs. 4A, S1). Transduction of *txnrd1^cond/cond^*;*ROSA^mT-mG/+^* MEF cultures with AdCre caused conversion to *txnrd1^−/−^* in >90% of the cells in each culture (Fig. S1). Proximal promoter sequences from the *nqo1* and *aox1* genes (−985 to +116 and −886 to +4 from cap sites, respectively) were fused to a luciferase cassette to generate *nqo1-luci* and *aox1-luci* reporter plasmids. *txnrd1^cond/cond^*;*ROSA^mT-mG/+^* MEF cultures were split and portions were transduced with either AdCre (experimental) or AdGFP (control). After allowing time for pre-formed Txnrd1 protein to decay, cells were transfected with the reporter plasmids. A CMV promoter-driven plasmid was used to control for differences in transfection efficiencies that might result from Txnrd1 disruption and luciferase activities were measured two days later (Fig. 4B). Relative activities of the *aox1-* or *nqo1*-promoters were two- to three-fold higher in the Txnrd1-deficient cultures than in the control cultures (Fig. 4B), which indicated that disruption of Txnrd1 in MEFs resulted in transcriptional induction of the *aox1* and *nqo1* proximal promoters. This directed our focus to these sequences.

**Figure 4:**
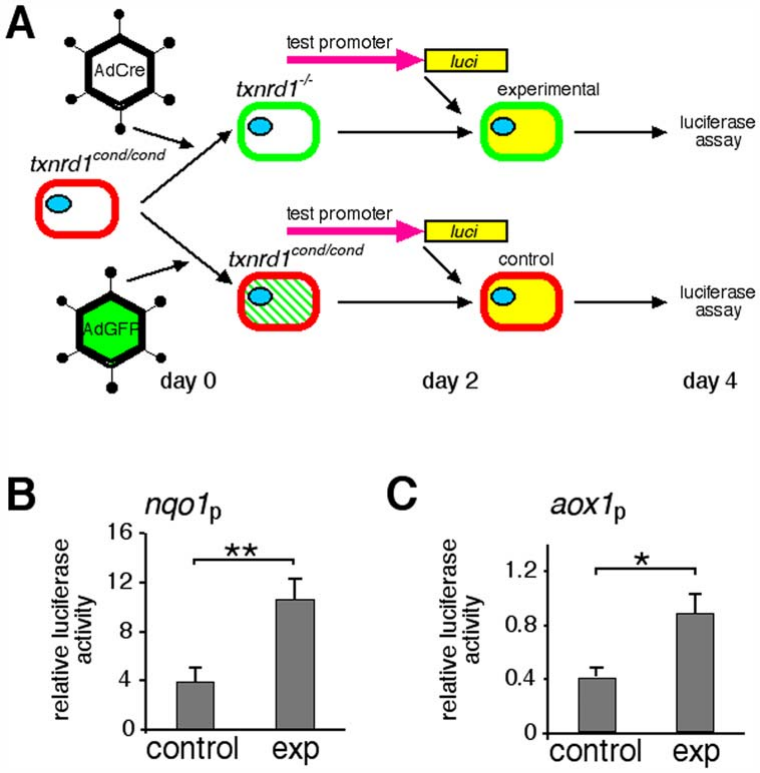
Disruption of Txnrd1 in primary fibroblasts activates the *nqo1* and *aox1* gene proximal promoters. (A) Experimental schematic. MEF cultures initiated from *txnrd1^cond/cond^*;*ROSA^mT-mG/+^* fetuses were transduced with AdCre (experimental) or AdGFP (control). Two days later, each culture was transfected with either *nqo1-luci* or *aox1-luci*. Two days after that, luciferase activities were measured. Red or green membrane fluorescence indicates status of *ROSA^mT-mG^* allele and, by inference, the status of the *txnrd1* allele. The *txnrd1* allelic status is indicated above each cell. Green slashes in cytoplasm denote transient cytoplasmic expression of AdGFP. Yellow cytoplasm denotes luciferase expression. (B) Activity of the *nqo1* promoter (*nqo1*p). Values are in arbitrary units and represent the average of five biological replicates (i.e., MEF cultures from five different fetuses). Data were normalized to expression of *CMV-luci* to control for differences in transfection efficiency that might result from disruption of *txnrd1* or conversion of *ROSA^mT-mG^*. (C) Activity of *aox1* promoter. Like panel (B), but using *aox1-luci* on three biological replicates. Error bars, S.E.M. Asterisks: *, *p*≤0.05; **, *p*≤0.01.

Activation of the *nqo1* gene is a hallmark of oxidative or chemical stress in mammalian cells [28]. In this response, *nqo1* is induced by transcription factor Nrf2 binding to an antioxidant response element (ARE) located in the proximal promoter [29]. The promoter of *aox1* is not well characterized; however, we identified two putative AREs located in this region. Also, more than half of the xenobiotic/drug metabolism mRNAs that were induced in the *txnrd1^−/−^* liver transcriptome (Fig. 2, Table S1) reportedly respond to the Nrf2 pathway [7], [8], [30]. 

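Genes reported to be driven by Nrf2, the transcription factor that binds antioxidant response elements, rose together. Of 36 measured targets, listed before the data were examined, 35 had a positive log2 fold change, with a median of 1.01; 11 were higher and 0 were lower in limma (28 higher when adjusted over the list alone). Besides the xenobiotic enzymes, Gclc, which catalyses the limiting step of glutathione synthesis, was 2.07-fold higher, the epoxide hydrolase Ephx1 2.11-fold and the biliverdin reductase Blvrb 1.93-fold, none past adjustment over all genes. Camera gave the list an adjusted p = 6.4e-83, and adjusted p = 0.0069 with an estimated correlation. Since 21 of the 36 are in Table S1, which was chosen on these samples, 15 measured targets absent from it as held here were tested apart. The copy holds 65 mRNAs, fewer than the paper counts, so some genes picked on these samples may remain among the 15. Of these 15 targets, 14 had a positive log2 fold change, 0 passed in limma over all genes (7 at an unadjusted p of at most 0.05) and 6 were higher adjusted over the list alone, among them Gclm, Gsr, Tkt and Me1. Their median log2 fold change was 0.51 (adjusted p = 1.5e-14 from camera, adjusted p = 0.039 with an estimated correlation, and 0.069 from fry). The call with an estimated correlation is lost (adjusted p = 0.15) when Table S1 genes are left out of every list, which leaves these 15 genes the same. Their mean stood at 0.77 in animal 81 against 0.03 to 0.16 in the other 3 txnrd1-/- livers, and without 81 the mean difference fell from 0.47 to 0.30.

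**Figure D5:**
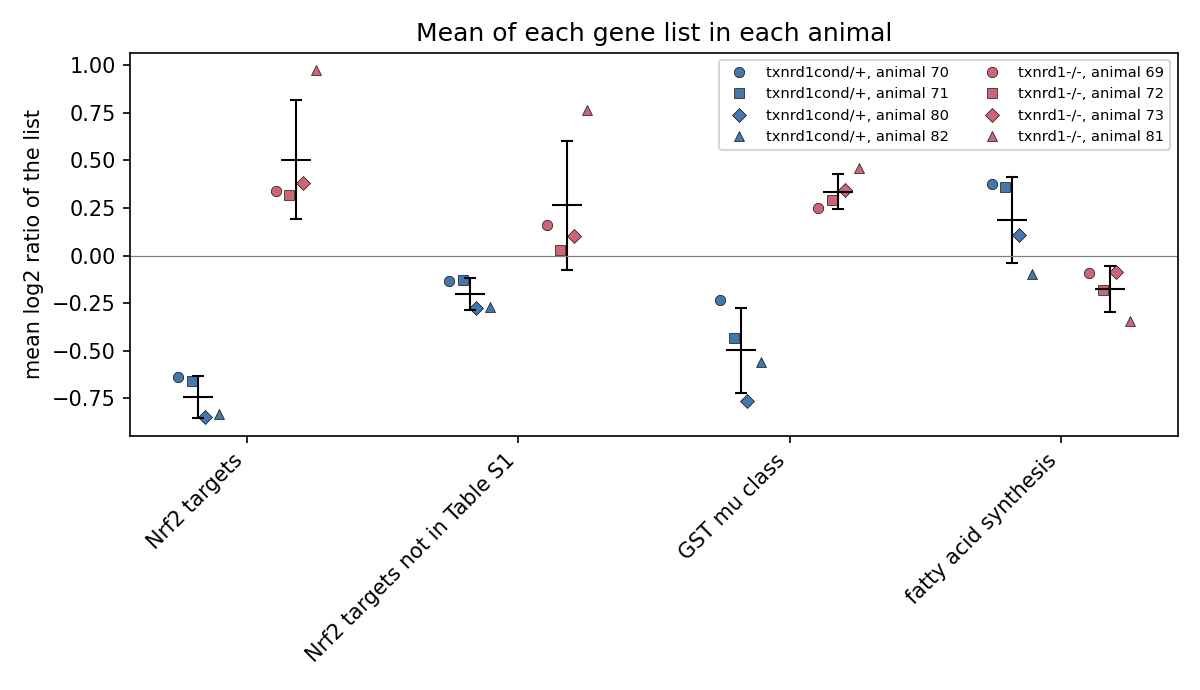
Mean log2 ratio of 4 gene lists in each of 8 livers; points are animals, and the dash and bars give the mean and SD of the 4 animals of a genotype. The Nrf2 targets lie between -0.85 and -0.64 in txnrd1cond/+ and between 0.32 and 0.97 in txnrd1-/- livers, animal 81 being highest.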

Several other mRNAs that were induced but are not classified as xenobiotic/drug metabolism mRNAs, for example those encoding Gpx2 and Srx1, also respond to Nrf2 [7], [31]. Thus, we hypothesized that Nrf2 participated in the response to Txnrd1 deletion.

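Gpx2, a selenium-dependent glutathione peroxidase, stood at a ratio of 0.701 ± 0.229 (SD, n = 4) in txnrd1cond/+ livers and 1.52 ± 0.619 (SD, n = 4) in txnrd1-/- livers, with overlapping groups. Srxn1, which encodes sulfiredoxin-1, the enzyme that reactivates overoxidized peroxiredoxins, was 2.10-fold higher as the mean of 4 probe sets, with every txnrd1-/- animal above every control. Of these probe sets, 3 were 2.54-, 2.76- and 2.43-fold higher the other was 1.15-fold higher. Neither gene passed adjustment over all genes (adjusted p = 1.00 for Gpx2 and 0.56 for Srxn1 from limma), and both were higher when adjusted over the list of Nrf2 targets alone. Hmox1, the heme oxygenase that many Nrf2 activators induce, stood at 0.917 ± 0.454 and 2.30 ± 2.45 (SD, n = 4 each) and did not pass.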

Because Txnrd1-deficient MEFs showed activation of the ARE-containing *nqo1* and *aox1* proximal promoters (Fig. 4B), these cells were expected to provide a suitable system for measuring whether Nrf2 was directly participating in the response to Txnrd1 disruption. Experimental and control MEF cultures were treated with formaldehyde to cross-link *in vivo* DNA-protein complexes and chromatin immunoprecipitation was performed using anti-Nrf2 antiserum. Occupancy of Nrf2 on the *nqo1* and *aox1* gene regulatory regions was 5-fold and 2.5-fold higher, respectively, in experimental as compared to control cells (Fig. 5B). This indicated that depletion of Txnrd1 resulted in increased *in vivo* occupancy of Nrf2 protein on the AREs of the *nqo1* and *aox1* genes.

**Figure 5:**
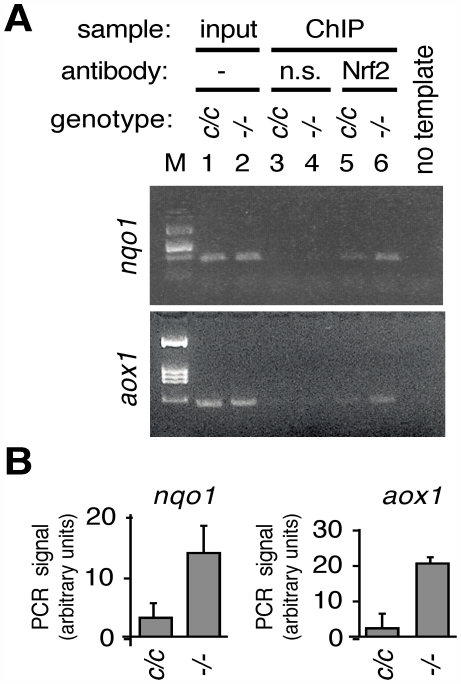
*In Vivo* Assembly of Nrf2 on the *nqo1* and *aox1* Gene Promoters Following Disruption of Txnrd1. (A) MEF cultures from *txnr1^cond/cond^* fetuses were transduced with AdGFP (control, genotype “c/c”) or AdCre (experimental, genotype “−/−”) as in Fig. 4. Chromatin immunoprecipitations were performed using equal amounts of input chromatin for each reaction and affinity purified rabbit-anti-mouse Nrf2 (Nrf2) antibody or a negative control (n.s., non-specific antibody). Relative amounts of the ARE containing regions of the *nqo1* promoter (upper panel) or *aox1* promoter (lower panel) in immunoprecipitates were detected by PCR. Panels show representative PCR data for *nqo1* (upper panel) or *aox1* (lower panel) gene regulatory regions. Input is 5% of the amount of chromatin that was used in each immunoprecipitation. M, molecular size markers. (B) Specific occupancy of Nrf2 on each promoter. Values above background (i.e., Nrf2 antibody-immunoprecipitated minus non-specific antibody-immunoprecipitated) were calculated and presented for MEFs of each genotype. Duplicate analyses were performed on two biological replicates for each gene; graphs show mean and S.E.M.

The Nrf2 pathway typically provides a rapid response to transient challenges [8]. In normal cells, Nrf2 is regulated by a post-translational mechanism that restricts nuclear accumulation of the protein and provides cells with a rapid Nrf2-driven transcriptional response to chemical or oxidative stresses (see Introduction). Based on this mechanism, we reasoned that if Nrf2 were participating in the transcriptome response to Txnrd1 disruption, the protein should preferentially accumulate in *txnrd1^−/−^* liver nuclei. Western blots showed 3-fold enrichment of Nrf2 protein in *txnrd1^−/−^* as compared to control liver nuclear extracts (Figs. 6A, C), and immunostaining for Nrf2 showed increased nuclear staining in many hepatocytes in *txnrd1^−/−^* as compared to control liver cryosections (Figs. 6B, D). This was consistent with Nrf2 participating in the chronic transcriptome response to Txnrd1 deficiency. The results presented here suggest that chronic ablation of hepatocytic Txnrd1 leads to activation of the Nrf2 pathway and induction of genes encoding cytoprotective xenobiotic/drug metabolism enzymes, which participate in an effective compensatory response.

**Figure 6:**
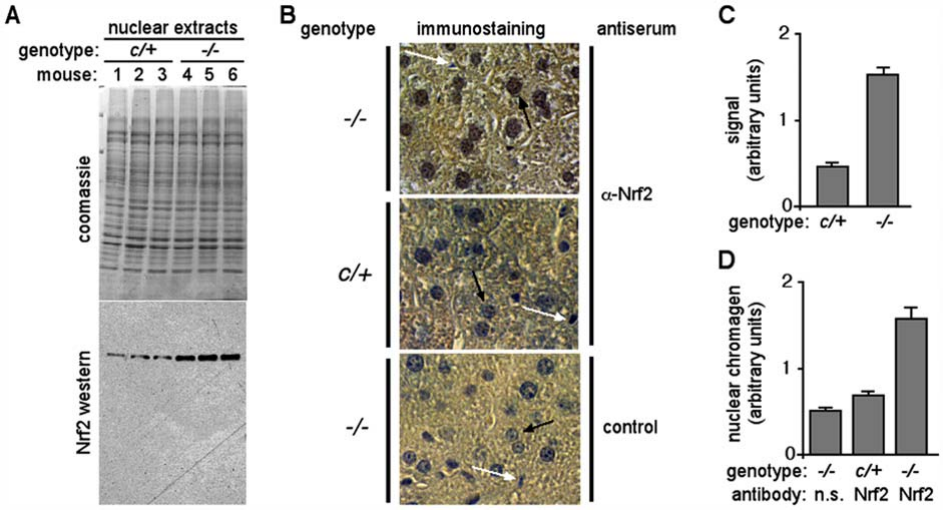
Nuclear enrichment of Nrf2 protein in Txnrd1-deficient hepatocytes. (A) Western blot of Nrf2 protein in nuclear extracts from purified liver nuclei. Livers from three *txnrd1^cond/+^*;*albCre^0^* (*c/+*) and three *txnrd1^cond/−^*;*albCre^1^* (*−/−*) adult female mice were harvested and homogenized in high-viscosity buffer, and nuclei were purified by sedimentation through sucrose/glycerol cushions. Nuclear protein extracts were separated on SDS-polyacrylamide gels and visualized on western blots using affinity purified rabbit-anti-mouse Nrf2 antibody. Top, coomassie-stained gel; bottom, Nrf2 western blot. (B) Immunohistochemistry of Nrf2 in liver. Paraffin sections of livers of the genotypes described for panel (A) were stained using either affinity purified rabbit-anti-Nrf2 antiserum or no primary antibody (control) followed by anti-rabbit horseradish peroxidase conjugate, as indicated. Chromagen development yields a brown color; sections were counter-stained with hematoxylin (blue). The increased brown staining of hepatocytic nuclei (large nuclei, black arrows) in upper panel as opposed to the more blue color of these nuclei in lower two control panels indicated that Nrf2 was more abundant in *txnrd1^−/−^* nuclei. White arrows denote small nuclei, likely of endothelial origin, that did not stain for Nrf2. Scale bars 25 µm. (C) Nrf2-specific band intensities from nuclear extract western blots. Band intensities above background were determined by densitometry of autoradiography films from chemiluminescence western blots. Liver lysates from three animals of each genotype were analyzed; graph represents average and S.E.M. for each genotype. (D) Nrf2-specific nuclear staining by immunohistochemistry. Hematoxylin counter-stains nuclei blue; the brown chromagen from nuclear Nrf2 immunostaining overshadows the blue with brown. To provide a measure of staining, arbitrary hepatocyte nuclei from each genotype were evaluated using Photoshop software for yellow and blue color values. The ratio of yellow:blue was used as a representation of brown chromagen masking of blue hematoxylin staining. Ten hepatocyte nuclei were analyzed from each genotype; graph shows averages and S.E.M.

## Discussion

### Mammalian Responses to Txnrd1-disruption

We previously showed that Txnrd1 is essential for embryogenesis [15]. Lethality of *txnrd1^−/−^* embryos was associated with a failure to form mesoderm. Endoderm- and ectoderm-derived cell types differentiated and proliferated, yet in the absence of mesoderm, the embryos were disorganized and did not gastrulate. Single-embryo transcriptome analyses showed induction of some of the same mRNAs observed in *txnrd1^−/−^* liver in the current study, including those encoding several GSTs, Srx1, Cbr3, and others [15]. More recently, we have used the conditional-null allele of *txnrd1* [15] in conjunction with the *albCre* transgene [17] to allow embryos to surpass developmental lethality and generate adults in which all hepatocytes, an endoderm-derived cell type [18], lack Txnrd1. These mice survive and exhibit no overt signs of hepatic oxidative stress; redox states of Txn and GSH are normal and neither peroxidated lipids nor carbonylated proteins accumulate (ESS, GFM, and EES, unpublished data; and Fig. S3). Clearly hepatocytes have a strategy by which chronic hepatocytic ablation of Txnrd1 does not lead to oxidative stress.

The analyses presented here indicated the transcriptome response to chronic Txnrd1 disruption was subtle, involving only ∼0.3% of the mRNAs expressed in liver, and largely inductive (Fig. 2, Table S1). Indeed, only four mRNAs were more than 2-fold less abundant than in controls (Table S1). This suggests survival involves activation of an effective compensatory program.

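More than 2-fold lower at the study's thresholds were 4 genes in limma. Scd1 stood at a ratio of 1.61 ± 0.308 (SD, n = 4) in txnrd1cond/+ livers and 0.664 ± 0.119 (SD, n = 4) in txnrd1-/- livers and was the only 1 past adjustment. Prtn3, a serine protease of neutrophil granules, was 2.29-fold lower, Fabp5, a carrier of fatty acids, 2.22-fold lower, and Angptl8, an insulin-induced secreted regulator of lipoprotein lipase that was named after its values were seen, 2.17-fold lower. The groups overlapped for Prtn3, Fabp5 and Angptl8. Of 8 measured neutrophil markers, Prtn3 was the 1 lower when adjusted over the list alone. The count was 7 without txnrd1cond/+ animal 80 and 9 without txnrd1cond/+ animal 82.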

Studies on bacteria and yeast show that Txnrd-dependent and GSR-dependent pathways can often compensate each other [32]–[34]. More recent studies in plants suggested this might be a general property of all life forms [35]. However, disruption of the *txnrd1* gene in either embryos [15] or adult liver (this study) had no effect on GSR mRNA levels nor on levels of mRNAs encoding Txnrd2, Txnrd3, or Txns (ESS, GFM, and EES, unpublished data). 

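Gsr, the glutathione reductase that uses NADPH to regenerate glutathione, stood at a ratio of 0.808 ± 0.0875 (SD, n = 4) in txnrd1cond/+ livers and 1.28 ± 0.382 (SD, n = 4) in txnrd1-/- livers. Its 2 probe sets were 1.52- and 1.58-fold higher, and for each of them every txnrd1-/- animal lay above every control. The log2 fold change was 0.63 (standard error 0.18) and did not pass adjustment over all genes (adjusted p = 1.00 from limma); it was higher when adjusted over the list of 11 measured genes of glutathione synthesis and reduction alone. Of those 11 genes, 0 were higher over all genes (6 at an unadjusted p of at most 0.05) and 5 were higher adjusted over the list alone, the others being Gclc, Gclm, Gpx2 and Gpx4. The list rose as a whole in camera (adjusted p = 5.6e-11, and adjusted p = 0.039 with an estimated correlation) and not in fry (adjusted p = 0.057). Without Gclc and Gpx2, which are in Table S1, the other 9 genes still passed camera (adjusted p = 1.5e-06). They did not pass with an estimated correlation (adjusted p = 0.15). The list of 9 reductases and carriers, whose members stayed the same, went to the same value. That loss therefore cannot be assigned to Gclc and Gpx2. The mean of all 11 genes was 0.68 in animal 81 against 0.06 to 0.20 in the other 3 txnrd1-/- livers.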

Combined Txnrd + GSR reductase activity levels were two-fold lower in Txnrd1-deficient livers than in control livers (Fig. 1D), confirming that the loss of Txnrd1 enzyme activity was not compensated by posttranscriptional induction of other Txnrds or GSR. Also, unlike Txnrd1-deficient yeast, in which the most dramatically induced mRNAs encode Prxs [36], Prx mRNA levels were not affected in Txnrd1-deficient embryos or livers (Fig. 2B; Table S1) [15](ESS, GFM, and EES, unpublished data). 

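Peroxiredoxins, the thioredoxin-dependent peroxidases, stood near their control levels in txnrd1-/- livers. Prdx2, Prdx3 and Prdx4 had log2 fold changes of 0.10, 0.13 and 0.16 (standard errors 0.12, 0.12 and 0.15), and of these 3 measured members 0 were higher or lower in limma over all genes, over the list alone or at an unadjusted p of at most 0.05. The list did not pass camera (adjusted p = 0.093), and passed only without animal 81 (adjusted p = 0.033). Prdx1 is read only by probe sets that the annotation shares with another gene; their log2 fold changes ran from 0.07 to 0.16. Prdx5 and Prdx6 were not analysed here.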

Our studies suggest that something in the evolutionary pathway leading to mammals spurred a departure from universal mechanisms of coordinating reductase systems. Interestingly in this regard, mammalian Txnrd proteins are non-homologous to bacterial or yeast Txnrds, and instead, evolved independently from GSR [37]. One intriguing possibility suggested by our studies might be that, by disabling the ability of GSR-dependent systems to compensate for some aspects of a Txnrd1 deficiency, animals might have been able to assimilate Txnrd1 into stress-response pathways as a component of a redox sensitive trigger (see below).

### Nrf2 Pathway Response to Txnrd1 Deficiency

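In txnrd1-/- livers, 24 of 83 measured genes in the lists of xenobiotic metabolism and transport were higher at the study's thresholds in limma and 0 were lower. Over all functions, 104 genes were higher at those thresholds and 15 were lower. The 71 of these 119 genes that are not in Table S1 as held here, 62 higher and 9 lower, included Pparg, a nuclear receptor of lipid storage, at 1.94-fold higher, and Fitm1, a protein of lipid droplet formation, at 2.71-fold higher. Both were named after their values were seen, and neither passed adjustment (adjusted p = 0.14 and 0.16 from limma). Genes of drug response outside Nrf2 were tested apart. Of 17 measured targets of CAR and PXR, 0 were higher over all genes or adjusted over the list alone (4 at an unadjusted p of at most 0.05; adjusted p = 0.0045 from camera, and adjusted p = 0.28 with an estimated correlation). The call is also lost with Cyp2b10 and Cyp2b13, which the study picked on these samples, left out (adjusted p = 0.11), and without animal 82 or 72, with an adjusted p of up to 0.19, and without 82 the mean log2 difference fell from 0.34 to 0.14. The 6 targets of the Ah receptor had a median log2 fold change of -0.04 (adjusted p = 0.42).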

In the current study, we show that the transcriptome response to chronic hepatocytic Txnrd1 ablation is dominated by induction of mRNAs encoding xenobiotic/drug metabolism enzymes (Table S1). Many of these can respond to the Nrf2 pathway and Nrf2 protein preferentially accumulated in *txnrd1^−/−^* as compared to control liver nuclei (Fig. 6B). Disruption of Txnrd1 in primary fibroblasts resulted in activation of transfected *nqo1* and *aox1* promoters (Fig. 4B) and *in vivo* engagement of endogenous Nrf2 on AREs within endogenous *nqo1* and *aox1* promoters (Fig. 5A). Many of the mRNAs induced in the *txnrd1^−/−^* embryo transcriptome [15] were also Nrf2-response genes. Thus, the response to Txnrd1 deficiency in all mammalian cells may involve activation of the Nrf2 pathway.

The architecture of the Nrf2 pathway allows rapid responses to transient stresses. Nrf2 protein is post-translationally regulated by mechanisms that restrict protein stability and activity [10]. Oxidative stress or electrophilic xenobiotics trigger a reversal of this mechanism resulting in nuclear accumulation of Nrf2. Mice lacking Nrf2 are viable and generally healthy, but they have an impaired ability to respond to oxidative or xenobiotic challenges [8], [12], [31]. It is known that Nrf2 can activate *txnrd1* to help combat transient oxidative challenges [22]; however, it was unexpected that the Nrf2 pathway would respond to Txnrd1 disruption. Instead, we expected that another constitutive electron supplier, like GSR, would compensate for this chronic deficiency. Also, Txnrd1-deficient livers show no evidence of oxidative stress (ESS, GFM, and EES, unpublished data; Fig. S3). This indicates the response pathways revealed in the Txnrd1-deficient liver transcriptome, including induction of mRNAs encoding GSTs, Gpx2, and Srx1 (Table S1), are likely effective at detoxifying ROS.

Importantly, in the absence of measurable oxidative stress, it is unclear what is activating Nrf2. One intriguing possibility is that the Txnrd1/Txn1 system, itself, serves as a part of the Nrf2 stress-response trigger. Thus, active Txnrd1/Txn would maintain the pathway in a repressed state. Challenges that transiently impair Txnrd1/Txn, for example by inducing accumulation of ROS and oxidizing critical sulfhydryls, would de-repress the pathway. Ablation of Txnrd1 in our mice would thus mimic oxidative or xenobiotic challenge and induce a constitutively “on” Nrf2 pathway in the absence of any challenge. Further studies will be required to test this model.

### Mammalian Selenoproteins

Txnrd1 is a selenoprotein. All known selenoproteins are oxidoreductases in which a selenocysteine residue in the carboxyl terminus plays a role in enzyme catalysis at the active site of the protein [38]. Indeed, all orthologues of selenoproteins in all life-forms are predicted oxidoreductases, even though many of these proteins (including, for example, *Drosophila* Txnrds) are not, themselves, selenoproteins [39]. In mice, there are only 24 known selenoproteins. This list includes all three Txnrds, all eight Gpxs, both iodothironine deiodinases, methionine sulfoxide reductase A, and other less well characterized proteins [40].

Disruption of the selenocysteine tRNA locus results in concerted inactivation of all selenoproteins (“selenoprotein-null”), including Txnrd1 [41]. *albCre*-dependent disruption of this locus in hepatocytes results in animals that survive for only 1- to 3-months, after which they succumb to systemic failure associated with hepatocytic and adipocytic necrosis [42]. Prior to death, selenoprotein-null livers exhibit activation of the Nrf2 pathway [43], [44]. However, in these studies, it has been unclear what roles each of the 24 mouse selenoproteins play in the phenotype and what effects might be downstream consequences of necrotic cell death or the deterioration of animal health. Comparisons to the current study will help resolve a part of this uncertainty. We show that disruption of Txnrd1, alone, is sufficient to induce Nrf2 and activate expression of many xenobiotic/drug metabolism genes, as seen in the selenoprotein-deficient mice, but not to cause hepatocytic necrosis or systemic failure. The respective roles of Txnrd2, Gpxs, and other selenoproteins in the exacerbated phenotype of mice bearing selenoprotein-null hepatocytes remain to be determined.

## Materials and Methods

### Mice

All mice were kept under specialized care conditions with a 14 h∶10 h light:dark cycle. Mice bearing the *txnrd1^−^* and *txnrd1^cond^* alleles have been reported previously [15]. Mice bearing the *(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^* [21] (here nick-named “*ROSA^mT-mG^*”) allele, the *(ROSA)26Sor^tm1(cre/Esr1)Nat^* [45] (here nick-named “*ROSA^CreER^*”) allele, and Tg(Alb-cre)21Mgn [17] (here nick-named “*albCre*”) mice were purchased from Jackson Labs (stocks 007576, 004847, and 003574, respectively). Genotypes were determined molecularly for all animals by PCR on genomic DNA using primers indicated in Table S2. All animal protocols were approved by the Montana State University Institutional Animal Care and Use Committee. All renewable resources developed for this study are available for free unrestricted non-profit research use upon request unless specifically restricted by another party.

### Cells and Culture Conditions

Mouse embryo fibroblast cultures (MEFs) were established from E12.5 mouse fetuses as described previously [46]. Cultures were maintained in Dulbecco's minimum essential medium (DMEM) supplemented with 10% fetal bovine serum and 1× penicillin/streptomycin (Mediatech). Experiments were performed within the first five passages. For transductions, cells were lifted off dishes with Accutase (Innovative Cell Technologies), resuspended in fresh medium, and replication-defective AdCre or AdGFP particles were added at a titration to give ∼90% conversion (Fig. S1).

### Transcriptome Analyses

Liver RNA samples were evaluated on Affymetrix mouse version 430 2.0 microarrays. Because liver gene expression may respond to circadian time, feeding, gender, and age, young male animals were singly housed for ten days and harvested between 2:00 and 2:30 p.m. Liver RNA was purified as described [19]. Biotinyllated cRNAs were prepared using the Ambion MessageAmp II-Biotin Enhanced system as per the manufacturer's protocols and array hybridizations, washes, and analyses followed previously reported methods [15].

Txnrd1 is necessary for circadian gene expression in *Neurospora* [47] and it has been suggested that NAD(P):NAD(P)H ratios, which may be sensitive to Txnrd1 disruption, participate in regulating circadian gene expression in mice [48]–[50]. If *txnrd1^−/−^* hepatocytes in mouse livers were acyclic or cycle-shifted, fixed-timed harvests would not control for circadian defects and could impact transcriptome data. Therefore, experimental or control mice as above were harvested at 4 h intervals. Levels of mRNA encoding the D site-binding protein, DBP, an mRNA with a strong circadian cycle [51], and β-actin (control), were assessed by RT-PCR. No measurable effect on the expression of DBP mRNA resulted from *albCre*-driven disruption of Txnrd1 (Fig. S4), which verified that the diurnal gene expression cycle was not affected under these conditions.

Microarray data were analyzed using GeneSpring software (v7.3, Agilent). Probe-sets with an average raw value of ≥50 units across all eight arrays were considered above background and were used for further analysis. Of the 45,101 probe-sets on the arrays, 25,565 met this cut-off. Hybridization signals for each probe-set were considered significantly different between experimental and control samples if they differed by 1.5-fold and had a *p*-value≤0.05 between replicates.

RT-PCR reactions used oligo(dT)-primed cDNAs generated from total RNA preparations with the exception of nuclear pre-mRNA RT-PCR analyses (see below). General reaction conditions were described previously [46]. Primers are listed in Table S2.

### Production of Anti-Nrf2 Antibody

Because commercial antibody raised against Nrf2 oligopeptide antigen proved to be of inadequate quality for these studies (data not shown), we generated our own affinity purified rabbit-anti-mouse Nrf2 antibody. A cDNA fragment corresponding to positions 237 through 2093 of the mouse Nrf2 mRNA (GenBank NM_010902), which encodes the entire Nrf2 open reading frame, was amplified by RT-PCR from C57Bl/6J mouse liver RNA, inserted into pET13a (Novagen) and pGEX4T-1 (Amersham Biosciences) expression vectors, and verified by sequencing. His-tagged recombinant Nrf2 protein was affinity purified on a Ni-column, dialyzed, and used to generate antisera in rabbits. Antibody was affinity purified using the recombinant GST-tagged Nrf2.

### Western Blot Analyses

Proteins were separated by SDS-polyacrylamide gel electrophoresis and were transferred onto nitrocellulose membranes. Membranes were blocked in 10% non-fat milk in 1× PBS containing 0.5% Tween-20 and were incubated overnight with primary antibody. Rabbit-anti-Txnrd1 (Santa Cruz Biotechnology, Inc.), rabbit-anti-Nrf2 (this study), and goat-anti-schistosome GST polyclonal antibody (GE Healthcare #27-4577) polyclonal antibodies were used at 1∶300, 200ng/ml, and 1∶500 dilutions, respectively. BLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi) analysis indicates that Schistosomes have a single GST protein, which has regions of high amino acid identity with mouse α- and μ-class GSTs but only more scattered identity with other mouse GST classes (not shown). Incubations with horseradish peroxidase-conjugated secondary antibody (1∶30,000; Jackson Immunoresearch Laboratories #711-035-152 and Southern Biotech #6160-05 for anti-rabbit and anti-goat conjugates, respectively) were performed for one hour. Signals were detected using the Supersignal West Pico chemiluminescence system (Pierce).

### Isolation of Liver Nuclei and Purification of Chromatin-free Nuclear Protein Extracts or DNA-free Nuclear RNA

Nuclei isolation from the mouse liver was performed as previously described [19]. Briefly, livers were harvested into ice-cold 1× PBS. Tissue was minced and disrupted using a motor-driven Teflon-glass homogenizer under final conditions of 10% wt/vol minced liver, 1.8 M sucrose, 9% glycerol, 10 mM HEPES, pH 7.6, 15 mM KCl, 0.5% non-fat milk, 5 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, 2 mM EDTA, 1× protease inhibitor (Sigma), and 1 mM PMSF. Lysates were layered onto 10 ml cushions of 2 M sucrose, 10% glycerol, 10 mM HEPES pH 7.6, 15 mM KCl, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, 2 mM EDTA, 0.1× protease inhibitor, and 0.1 mM PMSF in SW-28 tubes and sedimented at 24,000 r.p.m. for 1 h at 4°C in a pre-cooled SW-28 rotor. Nuclei were collected and were either used fresh or snap-frozen in liquid nitrogen and stored at −80°C. Chromatin-free nuclear proteins were extracted from fresh or frozen nuclei with a final concentration of 1 M urea, 1 M NaCl, and 1% NP-40 following previously described methods [52]. DNA-free nuclear RNA was isolated by sedimentation through CsCl cushions as described previously [53]. Since nascent pre-mRNA strands are not yet poly-adenylated, cDNAs for nuclear RT-PCR reactions were random-primed.

### Chromatin Immunoprecipitation

ChIP assays were performed as previously described [54], [55]. Each experiment initiated with eight-10 cm dishes of MEFs at 50% confluence. Four dishes were transduced with AdGFP (∼1.5×10^8^ PFU; control) and four with AdCre (∼1.5×10^8^ PFU; experimental), as above. Dishes were cross-linked with 10 ml of buffer containing a final concentration of 0.93% formaldehyde at room temperature for 10 min. Cross-linking was stopped by adjusting to 120 mM glycine, incubating at room temperature for 5 min, and washing twice with 1× PBS. Rinses were aspirated to completion and cells were harvested by scraping in a total of 5 ml (for 4 dishes) of 10 mM Tris, pH 8, 0.5 mM EDTA, 85 mM KCl, 0.5% Triton X-100, 1× protease inhibitors, 1 mM PMSF. Nuclei were pelleted at 1000×g for 10 min at 4°C, resuspended in 1 ml 50 mM Tris, pH 8, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate, 1 mM EDTA. Chromatin was sheared to 400–1000 bp average-length fragments by sonication and debris was removed by centrifugation at 13,000 r.p.m., 10 min, in a microfuge. DNA was purified from a portion of the supernatent by extraction with phenol/chloroform and precipitation with ethanol, and the DNA concentration and size were verified by spectrophotometry and electrophoresis, respectively. An equal amount of input chromatin (50 µg) was used in each immunoprecipitation; the “input” lanes on gels contained 5% as much chromatin (2.5 µg). To reduce non-specific background, chromatin samples were pre-adsorbed with 20 µl of a 50% slurry of protein-A/G agarose beads (Calbiochem #IP05) that had been pre-blocked with sheared salmon sperm DNA and washed extensively with immunoprecipitation buffer. Immunoprecipitations used 25 µl affinity purified anti-Nrf2 antibody or 25 µl of rabbit-anti-HA as a matched control, and 40 µl of the blocked protein-A/G agarose bead slurry. Washes were as described previously [55]. After reversing cross-links and purifying DNA, the abundance of sequences of interest in each immunoprecipitate was analyzed by PCR with primers for the regulatory regions of the indicated genes (Table S2).

### Analyses of Enzyme Activities and GST Pull-down Assays

Unless otherwise indicated, all specialized reagents and substrates for enzyme assays were from Sigma. Mouse livers were homogenized by pulse sonication in ice-cold 1× PBS, pH 7.4, containing 1 mM PMSF and 1× protease inhibitor. Proteins were extracted by addition of Triton X-100 to a final concentration of 1% followed by incubation on ice for 30 min. Debris was removed by centrifugation. Combined reductase activities were determined using 5,5′-dithiobis(2-nitrobenzoic acid) (DTNB) as described previously [56]. This substrate is reduced by all Txnrds and GSR [56]. The value of this assay is that it indicates whether there is a change in the overall reductase capacity of the entire class of enzymes, which would not happen if another reductase of this group simply compensated for loss of Txnrd1. Enzymatic activities toward 1-chloro-2,4-dinitrobenzene (CDNB) and 1,2 dichloro-4-nitrobenzene (DCNB) were measured in 100 mM phosphate buffer, pH 6.5, 1 mM EDTA, 2 mM GSH, 2 mM CDNB or 2 mM DCNB [57]. Conjugation was monitored in a spectrophotometer at 340 nm or 345 nm, respectively. Cumene hydroperoxide (CHP) reduction activity was measured in the coupled GSR catalyzed reaction containing 100 mM phosphate buffer, pH 6.5, 1 mM EDTA, 0.5 mM NADPH, 2 mM GSH, 2.5 mM CHP and 1.5 U/ml yeast GSR. Oxidation of NADPH was detected at 340 nm [57].

For pull-down assays, Triton X-100-solubilized liver extracts were incubated with glutathione-agarose beads (Sigma G-4510). Beads were washed 3 times with ice-cold 1× PBS, pH 7.4 containing 0.5% Triton X-100 and 0.1 mM PMSF. Bound proteins (i.e., GSTs) were eluted by boiling 10 min in loading buffer were separated on SDS-polyacrylamide (10%) gels.

### Luciferase Reporter Assay

The proximal promoter sequences of the *aox1* and *nqo1* genes amplified from C57Bl/6J genomic DNA using the primers indicated in Table S2 were inserted into plasmid pGL3 (Promega). For *nqo1*, sequences spanned from −985 to +116 from the cap site; for *aox1,* sequences spanned from −886 to +4. Resultant plasmids “*nqo1-luci*” and “*aox1-luci*” were sequenced and were used in transfections of MEFs prepared as described above. Control transfections were performed with pGL3 vector containing 499 bp of the CMV promoter, *CMV-luc*. Cells were transduced with 1.5×10^8^ PFU of either AdGFP or AdCre. Two days post-transduction, cultures were seeded into 12-well dishes and transfected in triplicate with 1.6 µg of luciferase reporter plasmid using NovaFector transfection reagent (Venn Nova, Inc.). Luciferase activity was measured two days post-transfection.

### Immunohistochemistry

Livers were fixed in formalin and embedded in paraffin. Deparaffinized sections (5 µm) were either stained with H&E or used for immunohistochemistry. For antigen retrieval, sections were heated in 100 mM sodium citrate, 90°C, for 10 min followed by gradual cooling to room temperature. Endogenous peroxidases were inactivated with 0.3% H_2_O_2_ for 10 min at room temperature and sections were blocked with 5% BSA in 1× PBST for one hour. Incubation with affinity purified anti-Nrf2 antibody was performed overnight at room temperature followed by standard washes and one-hour incubation with goat HRP-conjugated anti-rabbit IgG (Bio-Rad). Following washes, sections were developed using diaminobenzamidine at pH 7.0 and counter-stained with hematoxylin.

## Supporting Information

Figure S1 Correlation between *ROSA^mT-mG^* allelic conversion and *txnrd1^cond^* conversion (A) Efficiency of *ROSA^mT-mG^* conversion in primary mouse embryo fibroblasts (MEFs). Primary fibroblast cultures were initiated from E12.5 *txnrd1^cond/cond^*;*ROSA^mT-mG/+^* fetuses. Cultures were transduced with 1 x 108 PFU AdCre vector and were photographed one- and three-days later (1d and 3d, respectively). At 1d, most MEFs exhibited both red and green fluorescence; by 3d, MEFs were either red (non-converted) or green (converted and the red-fluorescent tdTomato protein had decayed). Cell counts revealed that ∼90% of the MEFs converted to green fluorescence. (B) Efficiency of txnrd1cond conversion in MEFs. DNA was isolated from the cultures at 1, 3, and 5 days after transduction and relative levels of the txnrd1cond allele (top panel), the txnrd1- allele (middle panel), and an arbitrary genomic control allele (the aox1 gene promoter; bottom panel) were measured by PCR. As a control with equimolar representation of both of these *txnrd1* alleles, DNA from a *txnrd1^cond/−^* mouse was used (second lane from right). n.t., no template control.
(0.24 MB JPG) Click here for additional data file.

Figure S2 Extent and persistence of *txnrd1* ^−/−^ hepatocytes in mice (A) All hepatocytes in aged txnrd1cond/-;ROSA^mT−mG/+^;*albCre* ^1^ mice exhibit allelic conversion. Panels show red, green, and merged red + green + blue fluorescence of a cryosection of liver from a 280 day−old mouse. Capillaries are lined with red-membrane *txnrd1^cond/−^* endothelium (white arrows) because these cells do not express albCre. Other non-hepatocytic cell types, such as Kupffer cells, would also not express *albCre* and would be *txnrd1^cond/−^* and red. All hepatocytes have green membranes. Scale bars 50 μm. (B) Persistence of *txnrd1^−/−^* cells and/or their progeny. *txnrd1cond/^cond^*;*ROSA^mT-mG/mT-mG^* dams were mated by *txnrd1^cond/cond^*;*ROSA^CreER/CreER^* sires and at E14.5, dams received a single I.P. injection of 500 μg 4-hydroxy Tamoxifen (4OHT) in vegetable oil. At P22 (∼27 days after 4OHT administration) a pup was sacrificed and liver cryosections were prepared. Figure shows merged-color fluoromicrographs taken at low-, medium-, and high-magnification. Low magnification shows that the liver was mosaic, with ∼50% of cells being green *txnrd1^−/−^* and 50% being red txnrd1cond/cond. Yellow arrows indicate binucleate green *txnrd1^−/−^* hepatocytes. Because allelic conversion would only occur during a finite period following 4OHT administration, all green cells must either be cells, or be descendents of cells, that converted to *txnrd1^−/−^* ∼27 days earlier, indicating that individual *txnrd1^−/−^* cells are long-term viable.
(7.57 MB DOC) Click here for additional data file.

Figure S3 Txnrd1-deficient livers do not accumulate oxidized glutathione or peroxidized lipids Livers were harvested from four *txnrd1^cond/+^*;*albCre* ^0^ (control) and four *txnrd1^cond/−^*;*albCre^1^* (experimental) adult male mice and lysates were prepared as indicated in Materials and Methods. (A) Levels of total and oxidized glutathione were measured in acid-precipitated liver cytosols using a coupled glutathione reductases assay [57]. Liver was homogenized in the presence (bars labeled "GSSG") or absence (bars labeled "total") of 0.1M N-ethyl maleimide (NEM), which blocked all reduced glutathione. Clarified cytosols were precipitated with 5% sulfosalicylic acid, which denatured all endogenous reductases and oxidized all reduced glutathione in the untreated sample. The precipitate was resuspended and levels of oxidized glutathione were measured in a coupled reaction using 0.15 mM DTNB, 0.2mM NADPH, and 1 U/ml yeast glutathione reductases (Sigma). Change in absorbance at 405 nm was monitored and glutathione content was calculated using DTNB molar extinction coefficient of 14.15 x 105 M-1 cm-1 [58], since the molar ratio of converted DTNB to GSSG in these coupled reaction is 1:1. (B) Lipid peroxidation was assayed by measuring thiobarbituric acid-reactive substance (TBARS) as previously described [59]. Mouse liver was homogenized in the presence of 5mM butylated hydroxytoluene (BHT), and then mixed with 2 volumes of TBA solution (15% trichloroacetic acid, 0.2 M HCl, 0.37% thiobarbituric acid, 0.03% BHT). The mixture was boiled for 1 h and clarified by centrifugation. Absorbance of clarified supernatant was recorded at 535nm. The amount of TBARS was calculated based on the extinction coefficient of malondialdehyde at a wavelength of 535 nm (1.56 x 105 M-1 cm-1) [59]. Graphs in both panels show average and standard deviation for assays on four experimental and four control livers.
(0.08 MB JPG) Click here for additional data file.

Figure S4 Disruption of Hepatocytic Txnrd1 Does Not Affect Diurnal Expression of DBP mRNA, a Circadian Regulated Transcript, in Liver or Kidney Young male mice of the indicated genotypes were singly housed for 10 days under a normal light cycle. Beginning on the 10th day, a single experimental and a single control animal were sacrificed at 4 h intervals for a complete 24 h cycle. Liver and kidney were harvested and RNA was prepared. Olio(dT)-primed RT-PCRs for the mRNAs indicated at left were performed on each sample. Primer sequences for each RT-PCR reaction are in Table S2. Circadian time of harvest (24 h clock) is indicated above each experimental lane and the light cycle is indicated at bottom. n.t., no template control. Results showed that the cyclic expression of DBP mRNA was not measurably affected by hepatocytic disruption of Txnrd1 (peak between 12:00 and 16:00) in either liver or kidney.
(0.16 MB JPG) Click here for additional data file.

Table S1 a Transcriptome data from the livers of four animals of each genotype is presented. 

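Table S1 gives for each mRNA the fold between the 2 genotypes. Of its 65 mRNAs as held here, out of the larger number that the paper counts, 57 were matched to a probe set through the accession it gives, 42 of them to a single probe set. For the other 15, which several probe sets could represent, the one nearest to the paper's fold was taken, which favours a match. All 57 folds from the deposited ratios lay within 0.1 of the paper's, the largest difference being 0.0511. Among them 48 were higher and 9 lower in txnrd1-/- livers, and 10 passed adjustment in limma. The list was chosen on these samples, so neither its direction nor its calls are independent evidence. The other 8 mRNAs were not matched to a probe set by accession, so their folds were not compared.

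**Figure D6:**
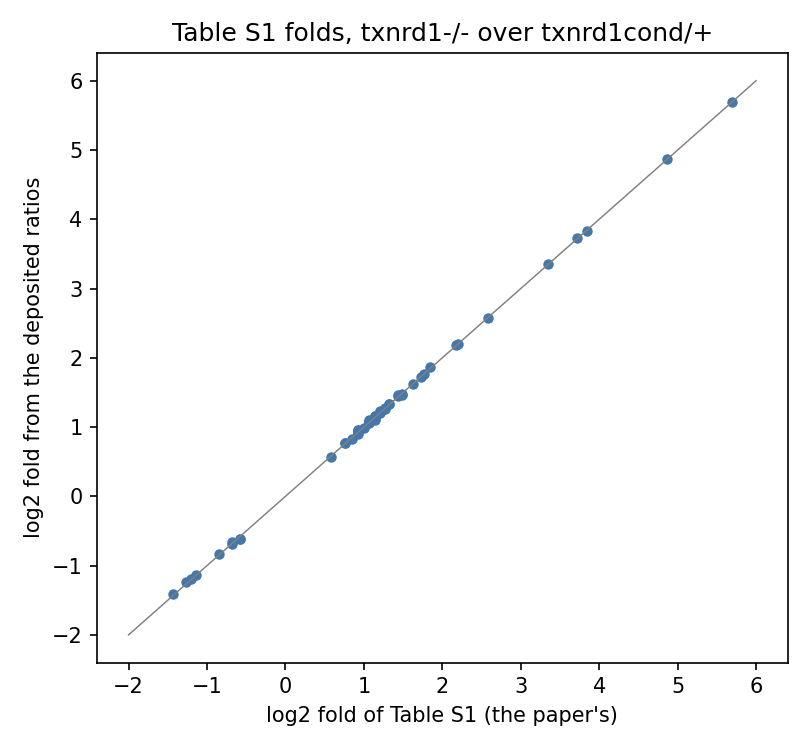
Log2 fold of 57 probe sets, txnrd1-/- over txnrd1cond/+ (n = 4 livers each), from the deposited ratios against the paper's value in Table S1; each point is a probe set and the line marks equal values. The points lie along the line from Scd1, 2.67-fold lower, to Cbr3, 51.7-fold higher.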

For inclusion, a probe-set had to show > 1.5-fold difference in abundance between genotypes, an average hybridization value across all 8 arrays of 50 units, and a p-value of < 0.05. In cases where multiple probe-sets for a single gene existed, only one is shown. All raw data are publicly available in the Geo system at http://www.ncbi.nlm.nih.gov/geo/, accession number GSE16381. b Difference is fold-change, with positive values being higher and negative values being lower in *txnrd1^−/−^* livers. c Average signals for the four biological replicates of the genotype with higher mRNA abundance. For mRNAs with a positive difference value, the *txnrd1^−/−^* average signal is given; for mRNAs with negative difference values, the *txnrd1^cond/+^* average signal is given. d Average signal of three replicates is given e The probe-set used for this entry does not distinguish between Gsta1 and 2.
(0.11 MB DOC) Click here for additional data file.

Table S2 a All primers are designed using mouse sequences; however some have non-mouse 5' extensions. b Genomic primers for genotyping and in ChIP assay. c RT-PCR designed to cDNA sequences. Most but not all span at least one exon/exon junction. d Primer sets used for cloning proximal promoter regions of *aox1* or *nqo1* genes for reporter constructs or for cloning Nrf2 open reading frame (ORF) for recombinant protein expression.
(0.61 MB DOC) Click here for additional data file.

# Supplementary material for: Cytoprotective Nrf2 Pathway Is Induced In Chronically Txnrd 1-Deficient Hepatocytes
**Source:** PLoS One. 2009 Jul 7;4(7):e6158. doi: 10.1371/journal.pone.0006158
**Supplement:** Table S1 — a Transcriptome data from the livers of four animals of each genotype is presented. For inclusion, a probe-set had to show > 1.5-fold difference in abundance between genotypes, an average hybridization value across all 8 arrays of 50 units, and a p-value of < 0.05. In cases where multiple probe-sets for a single gene existed, only one is shown. All raw data are publicly available in the Geo system at http://www.ncbi.nlm.nih.gov/geo/, accession number GSE16381. b Difference is fold-change, with positive values being higher and negative values being lower in txnrd1−/− livers. c Average signals for the four biological replicates of the genotype with higher mRNA abundance. For mRNAs with a positive difference value, the txnrd1−/− average signal is given; for mRNAs with negative difference values, the txnrd1cond/+ average signal is given. d Average signal of three replicates is given e The probe-set used for this entry does not distinguish between Gsta1 and 2. (0.11 MB DOC)

**Table S1.** mRNAs Differentially Expressed in *txnrd1cond/+*;*albCre0* and *txnrd1-/-*;*albCre1* Liversa

# Supplementary material for: Cytoprotective Nrf2 Pathway Is Induced In Chronically Txnrd 1-Deficient Hepatocytes
**Source:** PLoS One. 2009 Jul 7;4(7):e6158. doi: 10.1371/journal.pone.0006158
**Supplement:** Table S2 — a All primers are designed using mouse sequences; however some have non-mouse 5' extensions. b Genomic primers for genotyping and in ChIP assay. c RT-PCR designed to cDNA sequences. Most but not all span at least one exon/exon junction. d Primer sets used for cloning proximal promoter regions of aox1 or nqo1 genes for reporter constructs or for cloning Nrf2 open reading frame (ORF) for recombinant protein expression. (0.61 MB DOC)

**Table S2.** Primer Sequences

| Genea | Forward sequence | Reverse sequence |
| --- | --- | --- |
| **Genomic PCR**b | | |
| *txnrd1*cond | 5’-TATACTAGTGCTGGTCTTGGATTTTGTCAC-3’ | 5’-CTGCTGAACCTAAATCTACAGCACTG-3’ |
| *txnrd1*- | 5’-CAACAGATTGCATGCTCTTGG-3’ | 5’-CTGCTGAACCTAAATCTACAGCACTG-3’ |
| *aox1* ARE region | 5’-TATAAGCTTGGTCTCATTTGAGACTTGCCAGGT-3’ | 5’-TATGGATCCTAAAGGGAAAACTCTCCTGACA-3’ |
| *nqo1* ARE region | 5’-TATGGATCCGCAGTTTCTAAGAGCAGAACG | 5’-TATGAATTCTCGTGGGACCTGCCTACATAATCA-3’ |
| *alb* proximal promoter | 5’-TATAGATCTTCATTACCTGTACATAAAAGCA-3’ | 5’-TATGGATCCAGAGGCTAGTGGGGTTGATAG-3’ |
| **RT-PCR**c | | |
| Abcc3 | 5’-TATGGATCCTGGTTTTAGACGAGGCCACTG-3’ | 5’-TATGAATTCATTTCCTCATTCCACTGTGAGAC-3’ |
| Abcc4 | 5’-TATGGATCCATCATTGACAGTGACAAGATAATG-3’ | 5’-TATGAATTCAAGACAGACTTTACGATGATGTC-3’ |
| Aox1 | 5’-TATGGATCCATGATGCAGTGAAGGCAGCG-3’ | 5’-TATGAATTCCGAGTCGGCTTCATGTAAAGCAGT-3’ |
| -Actin-3’ | 5’-GCTGTCTGGTGGTACCACCATGTA-3’ | 5’-ATCTGCTGGAAGGTGGACAGTGAG-3’ |
| Cbr3 | 5’-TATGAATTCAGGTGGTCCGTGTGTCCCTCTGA-3’ | 5’-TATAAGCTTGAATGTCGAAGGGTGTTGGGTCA-3’ |
| GSTµ3 | 5’-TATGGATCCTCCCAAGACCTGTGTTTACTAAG-3’ | 5’-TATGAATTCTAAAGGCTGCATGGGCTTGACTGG-3’ |
| Nqo1 | 5’-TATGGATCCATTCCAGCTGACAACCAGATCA-3’ | 5’-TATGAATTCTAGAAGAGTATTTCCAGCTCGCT-3’ |
| Pxrd1 | 5’-TGGGCAGACCAATCTTCTATCAGTCAC-3’ | 5’-TAGGCAGGTAGATCTTTCAGAGGCCA-3’ |
| Pxrd2 | 5’-TCTGGTGAATAGTGATCCTGCCCTGA-3’ | 5’-CATGTCTATGCACGTTCTGCCCATGT-3’ |
| Pxrd4 | 5’-GACTGACTATCGTGGGAAATACTTGG-3’ | 5’-CACAATGACCTTTATTGAGAAGGTCC-3’ |
| Sxrn1 | 5’-TGCAAACCTAGAGTCCAGGAGGCAAT-3’ | 5’-GAAAAGTTGCAGAGACTAGAGTTCCC-3’ |
| Txnrd1 | 5’-TATACTAGTGCTGGTCTTGGATTTTGTCAC-3’ | 5’-ATAGAATTCCAAGGCGACATAGGATGCAC-3’ |
| Txnrd2 | 5’-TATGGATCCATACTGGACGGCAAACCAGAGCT-3’ | 5’-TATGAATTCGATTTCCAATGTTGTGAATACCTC-3’ |
| **Cloning PCRd** |  |  |
| *aox1* promoter | 5’-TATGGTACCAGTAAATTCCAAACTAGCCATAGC-3’ | 5’-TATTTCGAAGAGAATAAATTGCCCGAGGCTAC-3’ |
| *nqo1* promoter | 5’-TATGGTACCCTACTTTGGGAGCTTGACCA | 5’-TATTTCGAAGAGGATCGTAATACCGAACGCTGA-3’ |
| Nrf2 ORF | 5’-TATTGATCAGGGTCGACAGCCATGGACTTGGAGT  TGCCACCGCCAGGACT-3’ | 5’-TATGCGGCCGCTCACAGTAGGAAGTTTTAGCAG  TAC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

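Liver RNA of 8 singly housed young male mice, 4 txnrd1cond/+ and 4 txnrd1-/-, was measured on 1 Affymetrix mouse expression array per animal. The authors deposited linear ratios. The methods name GeneSpring for the analysis and the submitters' processing notes name RMA; versions of RMA are not given in the sources used here. In the deposited ratios each probe set is divided by about its median over the 8 arrays and each array has a median near 1. The study's minimum signal is not applied in the file, which lists all 45101 probe sets, and cannot be applied from ratios. 5 values are empty and were left empty.

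The analysis plan had assumed signals. Because the values are ratios, these parts of it were not used: the signal filter and its alternatives, the floor and offset before taking logarithms, the intensity trend of the variance, and the choice of the probe set with the highest signal for each gene. A gene is instead the mean of its probe sets with 1 symbol, which the plan held as an alternative. Without the filter all 45037 probe sets other than 64 controls were tested.

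Log2 ratios were compared between the genotypes with limma 3.58.1 (lmFit and eBayes, 2-sided, 6 residual degrees of freedom before moderation) in R 4.3.3, with Benjamini-Hochberg adjustment. A call needs an adjusted p of at most 0.05 and a 1.5-fold difference. The study's thresholds are taken as the same with an unadjusted p. Counts of genes adjusted over a list alone, or at an unadjusted p of at most 0.05, need the p alone, without a fold minimum. Folds are between geometric means, and means ± SD are of linear ratios. Gene lists, 41 of pathways and 9 of cell types, were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Probe sets were named from the platform annotation, with symbols updated through the RefSeq table of GRCm38.p6, used only for names and neighbours; 34945 probe sets carry 1 symbol, 932 several and 9160 none, and none of those with several was used for a gene. List members that no probe set with 1 symbol reads were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

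Genes named in the text are the 15 largest rises and 10 largest falls among called genes whose groups do not overlap, each probe set of Txnrd1, genes named by the paper, and members of the lists; values in Table S1 had been seen when this rule was written. Choices made before the data were examined are the lists, this rule, the tests and the alternatives, which were 3 other scalings, robust and weighted fits, 3 tests of each gene alone, the range of the animal number as a covariate, other list tests and leaving out each animal. Added after seeing the data were a covariate for the side of the hybridization controls, a filter on the SD over all arrays, and the probe set of largest variance per gene. Each animal is 1 array, so depth does not apply and the number of arrays limits the precision. The code was tested on simulated data: limma called 9, 31, 48 and 49 of 50 probe sets changed 1.5-, 2-, 4- and 8-fold, with 7 false calls, and camera called the shifted list and 0 of the others. On the real arrays, a split of animals 69, 70, 72 and 80 against the rest gave 19 lists. Each of its sides holds 2 animals of each genotype. The simulation therefore does not give camera's rate of false calls on these arrays.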

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

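Tests chosen only after the result was seen are those of the labels, of the deleted part of Txnrd1 and of animal 81; the other normalizations and the test on Cyp2b13 were set out before. A single animal stood apart from the other 3 of its genotype in 11 of 136 groups looked at, where chance gives about 7 (1 in 20).

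Nrf2 target genes stood highest in txnrd1-/- animal 81, at a mean log2 ratio of 0.97 against 0.32 to 0.38 in the other 3. The same animal stood apart for the exporters Abcc3 and Abcc4 (1.63), the microsomal transferases (0.45), UDP-glucuronosylation (0.67), Aox1 (1.37) and Ugdh (1.07). A stretch of all ratios on that array is argued against by the SD of genes outside the list, 1.18 times the mean of the other 3, and a shift shared by animals 80 to 82 by txnrd1cond/+ animals 80 and 82, which lie 0.19 below 70 and 71 (difference -0.19). A link to sex-predominant genes cannot be told apart from no link: txnrd1cond/+ animal 82 lies at -0.12 relative to the other 3 controls, whose SD is 0.12, and for UDP-glucuronosylation it is the highest control (0.05) and animal 80 the lowest (-1.24). What also stays open is a stronger response in this animal, for which the design gives no condition to test, a difference in RNA amount or labelling (its poly-A control mean is 1.06, against -0.58 to 0.59 in the other animals), and a general stress state (it is also highest for heat shock proteins, 0.60, and the ATF4 response, 0.54).

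The 3 Txnrd1 probe sets ran in opposite directions. The authors' normalization is argued against by the smallest of the 3 log2 fold changes, 0.40 in size under 3 other normalizations. Whether the rising probe set (log2 fold change 1.11) lies outside the deleted part and the others inside it cannot be told apart from other reasons, since their positions are not known here. An exchange of some animals between the genotypes is argued against: the labels gave 12 probe sets after adjustment, and any other split at most 2. The 15 measured Nrf2 targets absent from Table S1 as held here had means of -0.28 to -0.13 in txnrd1cond/+ animals and 0.03 to 0.77 in txnrd1-/- animals. Cbr3, whose lowest txnrd1-/- value lies 4.94 above the highest control on the log2 scale, was known to separate the labels and is not counted. An exchange of all labels would give the same split, so these values cannot test it. The paper's other assays run in the labelled direction. It reports higher nuclear pre-mRNA of Cbr3, Nqo1, Abcc3, Abcc4, Aox1, Gstm3 and Srxn1 in txnrd1-/- livers. It also reports more α- or μ-class GST protein and higher GST activity there. For these genes and enzymes, this argues against an exchange of all labels. No biological explanation was tested.

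Genes of sex-predominant liver expression varied within a genotype: the male-predominant list had means of -1.42 and 1.24 in txnrd1cond/+ animals 80 and 82, and 0.92 in txnrd1-/- animal 81. A female animal under a male label is argued against by Y-linked genes, at least -0.25 in each animal, and the normalization by the SD of the list, 0.91 times its value after quantile normalization. This variation does not account for the Cyp2b13 difference between the genotypes, whose log2 fold change was 1.86 (standard error 0.59) without and 2.10 (standard error 0.31) with the list mean as a covariate. No biological explanation was tested.

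Markers of pancreas, fat or muscle had a mean log2 ratio of 2.17 in txnrd1cond/+ animal 71, against -0.35 to 0.07 in the other controls. Markers of stellate cells stood at -0.41 in txnrd1cond/+ animal 82. In txnrd1-/- animal 69, p53 targets stood at 0.15, cholangiocyte markers at 0.12 and Mgst3 at 0.27, each apart from the other 3. Tafa2, a gene absent from Table S1 as held here, was higher in 4 of 4 txnrd1-/- animals than in any control, with a log2 fold change of 1.70 (adjusted p = 0.0058 from limma).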

How the results depend on the processing

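The covariate for the hybridization controls, the SD filter, the largest-variance probe set and the lists without Table S1 genes were chosen after seeing the data. Of 10889 values of named genes under the alternatives, 10743 kept their side of the threshold (722 of them in the other direction, past the test in neither fit), 127 lost the call, 15 gained it, 4 moved and 0 reversed; of 1095 gene list values, 996 kept it (48 of them in the other direction, likewise past the test in neither fit), 64 lost the call, 32 gained it and 3 reversed, each without 1 animal: cell cycle and female-predominant genes, which passed as lower without 82, and male-predominant genes, which passed as higher and turned without 80 without passing, with adjusted p over the 8 fits of 2.11e-04 to 0.742, 0.00177 to 0.986 and 5.89e-10 to 0.416. Median centring, centring on the 75th percentile, repeated quantile normalization, robust eBayes and the hybridization controls as a covariate left each of the 5 counts within 1.5 times. Probe sets differing after adjustment (12) were 19 with array quality weights, 0 with each of the 3 tests of a probe set alone (Welch on log2 ratios, equal variance on log2 ratios, Welch on linear ratios) and 59 above the median SD over all arrays. Probe sets at the study's thresholds (253) were 163 with Welch on log2 ratios, 123 with Welch on linear ratios and 393 above the median SD over all arrays. Genes differing after adjustment (15) were 0 with Welch on log2 ratios, 1 with equal variance, 0 with Welch on linear ratios and 8 with the animal number range as a covariate. Genes more than 2-fold lower (4) were 1 with Welch on linear ratios. Lists past the test (26) were 14 with camera at an estimated correlation, 11 with fry and 18 with Table S1 genes and 4 lists from the paper left out, where the α and μ classes, CAR and PXR targets and neutrophil markers were lost. Leaving out 1 animal gave 3 to 8 probe sets after adjustment, 206 to 479 at the study's thresholds, 4 to 13 genes, 3 to 9 genes more than 2-fold lower and 22 to 29 lists, with fewer samples in each fit. The SD filter changes both the number of tests and the variance that limma shares, and the cause of its counts was not tested. Signal filters, the intensity trend and the log offset were not run, because ratios keep no signal. Signal over background is therefore unknown except for the mRNAs of Table S1. For these the paper gives the average signal of the genotype with the higher level, for example 7546 for Gsta2 and 75 for Cdca8. No paired analysis was possible because animals of the 2 genotypes share no number and the labels name no pairs. Residuals correlate for animals 70 and 69 (0.56), 71 and 72 (0.46) and 80 and 73 (0.42), each pair on one side of the hybridization controls; pairs picked from the residuals would favour calls, so they were not fitted; that side was fitted as a block and moved no count by over 1.5 times.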

Differences from the paper's values

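The paper reports 84 probe sets that differ at its thresholds, with a p whose test and adjustment are not named. Table S1 prints a p for each mRNA, such as 0.044 for Cyp2b13 and 0.029 for Gpx2. For these probe sets limma gave an unadjusted p of 0.010 and 0.0049, and an adjusted p of 0.9998 for both. The printed values thus look unadjusted and differ from those of limma. Which test gave them was not tested. At the same fold and p, taken as unadjusted, limma gave 253, without the minimum signal, which ratios do not allow. Of the alternatives set before the data were examined, Welch on linear ratios gave 123, within 1.5 times of the paper's count; the others did not, with 163 for Welch and 182 for equal variance on log2 ratios, 253 to 302 for the scalings, robust, weighted and covariate fits, and 206 to 479 without 1 animal. The paper gives 0.3% of the probe sets that passed its minimum signal, and the share here was 0.562% of all 45037. This share was within 1.5 times of the paper's rounded 0.3% with Welch on log2 ratios (0.362%), equal variance on log2 ratios (0.404%) and Welch on linear ratios (0.273%). It was not under the other alternatives set before the data were examined (0.457% to 1.06%) or under those added after (0.637% with the hybridization controls as a covariate and 1.75% above the median SD). The 0.457%, without animal 81, lay close enough to the limit for the rounding to decide it.

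Among mRNAs more than 2-fold lower, the paper's number and that found here are both 4, but the members differ by 1: the study lists an EST that the annotation names Nxpe2, which was 2.21-fold lower on the study's probe set and 1.50-fold lower as the mean of 2 probe sets, and Angptl8 is not in Table S1 as held here. E2f8, which Table S1 gives as 1.9-fold lower and whose accession matched no probe set, was 1.14-fold lower as the mean of 2 probe sets. The paper states that GSR mRNA was not induced. Gsr was 1.55-fold higher and met the study's fold and p thresholds, the p taken as unadjusted, in limma and in 15 of 19 alternatives. It did not meet them with array quality weights, with Welch on linear ratios, or without animals 82 and 81. Gsr did not pass adjustment. For π-class GST mRNAs, which the paper states were not more abundant, Gstp1 was 1.50-fold higher and met the same thresholds in limma and in 13 of 19 alternatives, not with Welch on log2 or linear ratios or without animals 70, 71, 80 and 81; it did not pass adjustment either.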

Other observations

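The test of genes beside Txnrd1, the 2 tests of splits on counts of probe sets and the 2 that leave lists or genes of the paper out were chosen after those values had been seen; the other tests of splits were set out before.

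Genes of fatty acid synthesis and desaturation fell as a group in txnrd1-/- livers. Of 20 measured, 18 had a negative log2 fold change, with a median of -0.31; 1 was lower in limma over all genes, and 5 were lower and 1 higher adjusted over the list alone. The 5 were Scd1, Fabp5, Fasn, the fatty acid synthase (log2 fold change -0.69), the elongase Elovl5 (-0.43) and Srebf1, the transcription factor that drives this pathway (-0.64, lower in 4 of 4 animals than in any control). The exception was Me1, malic enzyme, at 0.69, which is also an Nrf2 target. Camera gave adjusted p = 1.6e-14, and adjusted p = 0.039 with an estimated correlation; fry gave 0.081. Fasn, Acly, Scd1, Fads2 and Fabp5 are among genes that the study picked on these samples; in a test added after the results were seen, the other 15 still passed as lower (adjusted p = 7.2e-07, 13 of 15 negative), but not with an estimated correlation (adjusted p = 0.15). Genes of cholesterol synthesis had a median log2 fold change of -0.20 over 19 (adjusted p = 9.8e-04 from camera, and adjusted p = 0.52 with an estimated correlation); the call is lost without animal 70, 71 or 81.

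Genes of the circadian clock and its output did not pass camera (20 measured, median log2 fold change -0.01, adjusted p = 0.40), and Dbp had a log2 fold change of 0.25 (standard error 0.39) at this 1 time of harvest. Other lists passed camera and were lost with an estimated correlation. Those that passed as higher were NADPH supply (adjusted p = 0.0019, then 0.30), superoxide, peroxide and metal defence (0.0012, then 0.30), heat shock proteins (0.0022, then 0.30) and male-predominant genes (0.033, then 0.66). The acute phase response passed as lower (0.023, then 0.31), with a median log2 fold change of -0.11 and 16 of 22 genes negative. Its mean was 0.07, with Hamp at 2.55. Of these lists, NADPH supply was also lost without animal 81, heat shock proteins without 82 or 81, the acute phase response without 80, 69 or 81, and male-predominant genes without 70, 71, 80, 73 or 81. Without 80 the direction of male-predominant genes also turned, to a mean log2 difference of -0.22 from 0.22, and that fit did not pass (adjusted p = 0.13). Lists that did not pass were other selenoproteins (adjusted p = 0.11), ATF4 and amino acid response (0.050), the unfolded protein response (0.18), proteasome subunits (0.093), p53 targets (0.73), the interferon response (0.13), female-predominant genes (0.48), pericentral (0.96) and periportal (0.16) hepatocyte genes, and markers of macrophages (0.54), lymphocytes (0.98), cholangiocytes (0.60), erythroid cells (0.21) and of pancreas, fat or muscle (0.087). Some of these passed without 1 animal: the interferon response without 70, 82 or 72 (0.015 at the lowest), ATF4 without 82, 69 or 73 (0.0021 at the lowest), the unfolded protein response without 73 (0.0066), proteasome subunits and the circadian list without 71 (0.039 each), selenoproteins without 70 (0.032), female-predominant genes as lower without 82 (0.013) and as higher without 81 (0.0018), erythroid cells without 80 or 69 (0.035 at the lowest) and pancreas, fat or muscle without 70 or 80 (0.0016 at the lowest). The genes that the paper measured as nuclear pre-mRNA, 7 chosen on these samples, rose as a list (adjusted p = 1.1e-42).

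A hypothesis was that a chromosome segment carried along with the txnrd1 alleles alters genes beside Txnrd1. Among the 100 measured genes on each side, 4 of 200 (2.0%) had an unadjusted p of at most 0.05 in limma, against 418 of 17944 others (2.33%), a ratio of 0.859 (Fisher's exact test, 2-sided, p = 1), which argues against it.

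Chance as the source of the counts was tested on all 35 splits of the 8 animals into 4 and 4. It can be excluded for probe sets after adjustment (12, highest other 2) and genes after adjustment (15, highest other 2), where only 1 split, the real one, reached the count. It cannot be excluded for gene lists, where the real split stood close to the highest other. The real split gave 26 (highest other 25), and 22 apart from 4 lists of induced genes taken from the paper (highest other 21), with 1 split as large in each case. With the genes of Table S1 left out of every list it gave 18 (highest other 19), which 3 splits reached. Those genes were chosen for differing in the real split, so this last count is biased against it and decides nothing. Nor can it be excluded for the count at the study's thresholds (253), which 21 splits reached. The count of genes more than 2-fold lower (4) was reached by 27 splits, with a highest other of 59. In the other splits neither side is a genotype, so which direction counts as lower is arbitrary. That comparison therefore decides nothing. The highest count of probe sets, 1854, came from the split by the side of the E. coli hybridization controls. It sets animals 70, 80, 69 and 73 against 71, 82, 72 and 81, and 0 of its probe sets passed adjustment. This points to a structure of the samples apart from genotype, with 2 animals of each genotype on each side of the controls. On the first principal component, the main axis of difference between the arrays, animal 81 stood at -18.8. Animals 70, 80, 69 and 73 stood at -38.2 to -21.9 there, and 71, 82 and 72 at 30.6 to 53.0. That axis is thus not balanced between the genotypes, and the side of the controls does not follow it for 81. With that side as a covariate the genotype gave 287 probe sets at the study's thresholds, 12 after adjustment, 14 genes and 5 genes more than 2-fold lower.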
